# In TCR-Stimulated T-cells, N-ras Regulates Specific Genes and Signal Transduction Pathways

**DOI:** 10.1371/journal.pone.0063193

**Published:** 2013-06-03

**Authors:** Stephen J. Lynch, Jiri Zavadil, Angel Pellicer

## Abstract

It has been recently shown that N-ras plays a preferential role in immune cell development and function; specifically: N-ras, but not H-ras or K-ras, could be activated at and signal from the Golgi membrane of immune cells following a low level T-cell receptor stimulus. The goal of our studies was to test the hypothesis that N-ras and H-ras played distinct roles in immune cells at the level of the transcriptome. First, we showed via mRNA expression profiling that there were over four hundred genes that were uniquely differentially regulated either by N-ras or H-ras, which provided strong evidence in favor of the hypothesis that N-ras and H-ras have distinct functions in immune cells. We next characterized the genes that were differentially regulated by N-ras in T cells following a low-level T-cell receptor stimulus. Of the large pool of candidate genes that were differentially regulated by N-ras downstream of TCR ligation, four genes were verified in qRT-PCR-based validation experiments (*Dntt*, *Slc9a6*, *Chst1*, and *Lars2*). Finally, although there was little overlap between individual genes that were regulated by N-ras in unstimulated thymocytes and stimulated CD4^+^ T-cells, there was a nearly complete correspondence between the signaling pathways that were regulated by N-ras in these two immune cell types.

## Introduction

The three primary Ras isoforms (N-ras, H-ras and K-ras) share a high degree of structural and functional similarity, which initially led some researchers to propose that the Ras proteins are functionally redundant. However, it has been shown that the Ras isoforms are functionally distinct: (1) there are differences in both the levels and temporal dynamics of expression of the *Ras* mRNAs [1], (2) the Ras isoform phenotypes of knockout mice (KO) differ [2]–[5], (3) point mutations that lead to constitutive activation of each of the *Ras* proto-oncogenes lead to the development of tumors in different tissue types [6], and (4) the Ras isoforms were found to have different affinities for both upstream modulators and downstream effectors [7]–[9].

Each of the Ras isoforms has also been shown to associate with cellular membranes through different mechanisms. The membrane association of N-ras and H-ras has been shown to be dependent upon the addition of palmitate moieties to C-terminal cysteines, whereas K-ras does not get palmitoylated, and instead associates with cellular membranes through a C-terminal polybasic lysine motif (Lys_175_-Lys_180_). Although N-ras and H-ras are both palmitoylated at their C-termini, N-ras is singly palmitoylated at C181, whereas H-ras is doubly palmitoylated at C181 and C184.

Ras-mediated signal transduction in T-cells is initiated through ligation of the T-cell receptor (TCR) by antigen:MHC complexes present on the surface of the antigen presenting cell (APC) at a specialized cellular structure known as the immunological synapse [10]. Full TCR-mediated signaling leads to recruitment of Grb2 and Sos, that have been shown to be directly responsible for the activation of Ras at the plasma membrane (PM) in T-cells. A number of signal transduction pathways are downstream of activated Ras in T-cells [11]–[13].

N-ras has been postulated as the Ras isoform that plays the most prominent role in the development of the hematopoietic system [14]. Early studies indicated that *N-ras* mRNA was preferentially expressed in the thymus, implying that N-ras might play a functional role in the development of immune cells in this organ [1]. In addition, constitutive activation of N-ras, both in patient populations and in transgenic mice models, was linked to the development of a variety of hematopoietic malignancies, including: acute myeloid leukemia, lymphoblastic T-cell lymphomas, cleaved B-cell lymphomas, and myelodysplastic syndrome [15]–[17]. In contrast, transgenic mice with constitutive activation of H-ras did not develop those malignancies [18]. Finally, a reexamination of the N-ras KO mouse revealed that there were significant decreases in the size of the CD8^+^ thymocyte single positive population, as well as decreases in the numbers of cells associated with T-cell positive selection, implying that T-cell positive selection was defective in the N-ras KO [14]. In addition, the N-ras KO mouse was highly susceptible to an influenza challenge, with N-ras KO mice succumbing much earlier to lower doses of influenza than their wild type (WT) counterparts [14].

Previous studies by Philip's group and others had provided evidence that N-ras and H-ras localized to the Golgi membrane, where they were able to function as nuclei for downstream signaling [19]–[21]. This initial work was extended in a later collaborative study between the Philips and Pellicer groups, where it was shown that in Jurkat T-cells a low-level TCR stimulation (1 μg/ml α-CD3e and α-CD28 antibodies) induced the activation of endogenous N-ras, but not endogenous H-ras or K-ras [22]. Furthermore, N-ras activation occured at the Golgi membrane with this TCR stimulus paradigm [22]. It was also shown that the different palmitoylation states of N-ras and H-ras were important determinants of the specificity of Ras signaling from the Golgi membrane following a low-level TCR stimulus. In these experiments, a mono-palmitoylated H-ras mutant (H-rasC184L, a.k.a. H-ras-Palm*N*) was activated at and signaled from the Golgi membrane following a low-level TCR stimulus, whereas a doubly-palmitoylated N-ras mutant (N-rasL184C, a.k.a. N-ras-Palm*H*) was not activated at the Golgi.

The goal of our studies was to examine the functional specificity of the N- and H-ras isoforms at the level of the transcriptome. To this end, we first utilized mRNA expression profiling to characterize N-ras- and H-ras-specific gene regulation in unstimulated thymocytes. In a second set of experiments, we utilized RNA differential display to determine the N-ras-specific transcriptome in TCR-stimulated T-cells. We have identified genes and pathways specifically activated by N-ras in both settings.

## Materials and Methods

### Mice

The generation of both the N-ras KO mouse and the H-ras null mouse have been described in detail elsewhere [2], [5]. The genetic background of both KO mouse strains was 129/SJ. All WT mice used in our experiments were littermates of N-ras or H-ras KO mice.

### Plasmids

The expression constructs that were used were derived from a MIGR1 retroviral vector [23], which was a gift from Iannis Aifantis' laboratory (Department of Pathology – N.Y.U. Langone Medical Center). Human N-ras, H-ras, or N-ras-Palm*H* sequences were inserted between the BamHI and HindIII sites of the Multiple Cloning Site (MCS) of MIGR1 via a PCR-based cloning strategy. Since MIGR1 lacks the *gag*, *pol*, and *env* genes required for retroviral replication and packaging, transduction of murine cell lines with MIGR1 required the cotransfection of a psi ecotropic packaging vector.

### RNA isolation

Total RNA was isolated from cells using Trizol reagent (Invitrogen), following a protocol obtained from the manufacturer. For the first set of microarray experiments, total RNA was isolated from thymocytes from 6 week-old N-ras KO, H-ras KO and WT mice. For the second set of microarray experiments, splenocytes were isolated from 6–20 week old WT and N-ras KO mice, and following incubation of the splenocytes with ACK buffer (to lyse red blood cells), CD4^+^ T cells were isolated by FACS using an APC-conjugated rat anti-mouse CD4 antibody (ebioscience – clone RM4-5). Following FACS, the CD4^+^ T cells were spun down and resuspended in T-cell growth media, and the sorted cells were split into two groups: one that received an overnight low-level TCR stimulus (1 μg/ml α-CD3e and αCD28), and a second group that was left unstimulated overnight. RNA was then isolated from the stimulated and unstimulated CD4^+^ T cells using Trizol reagent.

In both microarray experiments, the RNA pellet was briefly air-dried, and was resuspended in 20 μl of nuclease-free water (Ambion). The concentration, purity, and integrity of total RNA were determined by NanoDrop ND-1000 and Agilent 2100 Bioanalyzer.

### cDNA synthesis

cDNA was synthesized from 5–8 μg of total RNA using the SuperScript Double-Stranded cDNA Synthesis Kit from Life Technologies, according to the manufacturer's instructions. A T7-(dT) 24 primer (5′-GGC CAG TGA ATT GTA ATA CGA CTC ACT ATA GGG AGG CGG-(dT)_24_ – HPLC purified) was mixed with the RNA during the first stage of the cDNA synthesis. The resulting cDNA was purified via phenol:chloroform:isoamyl alcohol extraction.

### RNA Microarray Hybridization

cRNA was synthesized from cDNA using the Bioarray HighYield RNA Transcript Labeling Kit (T7) (Enzo Life Sciences). The product of the cRNA synthesis reaction was purified using a RNeasy Mini Kit (Qiagen) according to the manufacturer's instructions. RNA quality and quantity was assessed using an Agilent 2100 Bioanalyzer and a Nanodrop ND-100 (Agilent Technologies). If the cRNA yield was low, cRNA was amplified using a WT-Ovation Pico RNA Amplification kit (Nugen) prior to microarray hybridization. Fragmentation and labeling were performed using the FL Ovation cDNA Biotin Module V2 (Nugen) according to the manufacturer's instructions. The samples were subsequently hybridized on Mouse Genome 430A 2.0 arrays (Affymetrix) – these arrays contained target probes for approximately 14,000 well-characterized mouse genes.

### Microarray Data Analysis

The Genespring GX11 software was used for analysis of the raw microarray data. The expression value of each probe set was determined after quantile normalization using the robust microarray analysis (RMA)-16 algorithm and baseline transformation to the median levels of control samples. An unpaired Student's *t* test was used to determine the statistical significance of differences observed, where values of *p*<0.05 were considered significant. Unless otherwise stated, genes with a fold-change (F.C.) of at least 1.5 were considered to be specifically upregulated or downregulated in the microarray analysis. Gene ontology of target genes was conducted with the Functional Annotation Tool of the NIH DAVID database (http://www.ncbi.nlm.nih.gov/pubmed/19131956?dopt= Abstract).

### qRT-PCR-based Validation of Candidate Genes

Candidate genes from the second set of RNA differential display experiments were further tested via two sequential rounds of qRT-PCR-based validations. In the first round of validation experiments, qRT-PCR was performed using cDNA derived from WT CD4^+^ T-cells or N-ras KO CD4^+^ T-cells transduced with empty vector. The second round of validation experiments included qRT-PCR reactions performed with cDNA synthesized from N-ras KO CD4^+^ T-cells transduced with either MIGR1-N-ras, MIGR1-H-ras or MIGR1-N-ras-Palm*H*. The protocol used for the retroviral transduction of CD4^+^ T cells is detailed in the Supporting Information (Protocol S1). cDNA was synthesized from total RNA isolated from retrovirally transduced CD4^+^ T cells using a iScript cDNA Synthesis Kit (Biorad), according to the manufacturer's instructions. The resultant cDNA was diluted 1∶3 with nuclease-free water prior to qRT-PCR. All qRT-PCR reactions used the iQ SYBR Green Supermix (Biorad) and were performed in a Biorad iCycler, which was coupled to a Biorad MyiQ Single Color Real-Time PCR Detection System. The qRT-PCR primers used for testing candidate genes from the microarray are listed in Table S1. *Lrrfip1* was shown to have a fold change of approximately 1 across all potential pair-wise microarray data comparisons, and this gene was therefore used as a normalization control for the qRT-PCR analysis. 

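Lrrfip1, a regulator of nucleic acid sensing that the paper took as its qRT-PCR reference, had nearly the same value in the stimulated CD4+ T cells of both labels. Its log2 expression, relative to the unstimulated arrays of each genotype, was 0.02 ± 0.02 (SD, n = 3) in the stimulated arrays labelled WT. The difference between the stimulated arrays labelled WT and N-ras KO was 0.02 log2 (standard error 0.17, adjusted p = 0.986 from limma). Stimulation moved it by -0.01 log2 in the WT and 0.07 log2 in the N-ras KO arrays, both within 1 standard error. In thymocytes, where each genotype has 1 array, it was at -0.33 log2 in WT minus N-ras KO and 0.01 log2 in WT minus H-ras KO.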

The relevant data were normalized to the [KO + MIGR1] condition.

### Unstimulated WT, H-ras KO and N-ras KO Thymocyte Microarray

In this experiment, mRNA was isolated from thymocytes from either WT, N-ras KO or H-ras KO mice (see above for protocol), and cDNA synthesis and RNA microarray hybridization was performed as described above. cRNA was hybridized to separate Affymetrix gene chips for each of the three experimental conditions. The microarray hybridizations were not repeated with cRNA derived from additional mice for these experiments. As our goal in these experiments was merely to test the hypothesis that N-ras and H-ras regulate different sets of genes in immune cells, we did not attempt to validate any candidate genes from this microarray.

### TCR-stimulated N-ras KO CD4^+^ T-cell Microarray

As described above, mRNA was isolated from CD4^+^ T-cells derived from WT or N-ras KO mice that had either been treated with a low-level TCR stimulus (1 μg/ml α-CD3e and α-CD28) overnight or had been left untreated. cDNA synthesis and RNA microarray hybridization was performed as described above. One mouse was used for each of the four experimental conditions: 1. WT without stimulation, 2. WT with stimulation, 3. N-ras KO without stimulation, and 4. N-ras KO with stimulation), and cRNA was hybridized to separate Affymetrix gene chips for each of the experimental conditions. The entire experiment, from RNA analysis through cDNA synthesis and microarray hybridization, was repeated three times. For each of the repetitions of the microarray experiment, RNA was isolated from a different mouse each time for each experimental condition. Candidate genes from this microarray experiment were tested as described above.

### Submission of Microarray Data

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE45739 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE45739).

## Results

### N-ras and H-ras Regulate the Expression of Different Genes in Immune Cells

Although our ultimate goal was to define the N-ras specific transcriptome in T-cells in the context of a low-level TCR stimulus, it was first necessary that we define the N-ras- and H-ras-specific transcriptomes in unstimulated thymocytes. Thymocytes were isolated from 6 week old N-ras KO, H-ras KO and WT mice, and differential display expression analyses were performed with cDNA derived from total RNA isolated from these mice. 

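RNA from the thymocytes, the developing T cells of the thymus, of 1 WT, 1 N-ras KO and 1 H-ras KO mouse was hybridized to 1 Affymetrix array per mouse. The paper gives the age of the mice as 6 weeks, and the sample labels give 6 to 20 weeks. The values are the authors' log2 expression for 22690 probe sets, made with RMA, quantile normalization and a baseline transformation. On all 22690 probe sets the median of the 3 arrays was 0 (tolerance 1e-06), so that 1 array always reads 0 and the values hold differences between the mice but no level of expression. All 3 arrays were at 0 on 5379 probe sets (23.7%), and 2 arrays on 6673. GEO's platform annotation pairs 20393 probe sets with 1 gene, 691 with several and 1606 with none, which gives 12394 genes. With 1 array per genotype no difference has a replicate check, so no p-value is given, and counts are of probe sets that differed at least 1.5-fold between 2 arrays. The signs below are WT minus KO, the direction the paper uses.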

The microarray data sets were compared between the WT condition and either the N-ras KO or the H-ras KO conditions. In the [WT] *vs.* [N-ras KO] comparison, 303 genes were differentially regulated by N-ras (F.C. ≥1.5, *p*-value <0.05); of these genes, 167 were upregulated, and 136 genes were downregulated (Table S3). 

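The WT thymocytes held more RNA than the N-ras KO thymocytes for several groups of genes listed before the data were examined. Some members are genes the paper names from these arrays, such as Camp, Ngp, Fos, Jun, Klf4 and Gadd45a. The groups are thus not fully independent of the arrays. Of 15 heat shock genes, 10 were at least 1.5-fold higher in the WT array and none was lower. The chaperone genes Hspa1b and Hspa1a were 23.6-fold and 16.4-fold higher, and Hsph1 was 6.38-fold higher. Of 26 immediate early genes, which respond to signals within minutes, 12 were higher and none was lower, among them the MAP kinase phosphatase gene Dusp1 at 5.13-fold. Of 15 genes for neutrophil granule proteins, 10 were higher, such as Ngp at 3.29-fold and Camp at 2.74-fold. The median log2 difference of each of the 3 lists lay at percentile 100 among 10000 random lists matched on size and on probe sets at 0. So did those of the cell cycle list (0.17 log2) and of the macrophage and dendritic cell list (0.13 log2), in which no gene reached 1.5-fold. At the low end of the random lists lay interferon response (median -0.08 log2, percentile 0.29), resting T cells (-0.13 log2, percentile 0.51) and B cells (-0.04 log2, percentile 0.61). These percentiles compare genes within single arrays. They include neither the spread between mice nor the correlation between genes, and are not p-values. Lower in the WT array were Vapb, a membrane protein of the endoplasmic reticulum, by -3.21 log2, and the interferon-inducible gene Ifi209, by -2.84 log2. Over the whole array 599 probe sets differed at least 1.5-fold, 248 higher and 351 lower in WT. They stand for 420 genes, 182 higher and 240 lower, where a gene whose probe sets moved apart counts in both.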

In the [WT] *vs.* [H-ras KO] comparison, 367 genes were differentially regulated by H-ras (F.C. ≥1.5, *p*-value <0.05), with 212 genes upregulated and 155 genes downregulated in this comparison (Table S4). 

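Against the H-ras KO thymocytes, the WT array was highest for Slc15a2, a peptide transporter, at a log2 difference of 7.12. It was also higher for Tmem87a at 3.63 and the T and NK cell receptor gene Cd96 at 3.12, and lower for the phospholipase gene Gdpd3 at -5.23 and the metalloprotease gene Adamdec1 at -3.50. The neutrophil granule genes were again higher in WT, 10 of 15 by at least 1.5-fold with a median of 1.32 log2. So were the immediate early genes (12 of 26, median 0.46 log2), the heat shock genes (3 of 15, median 0.40 log2) and the interferon response genes (1 of 18, median 0.29 log2), all of these medians at percentile 100 of the random lists. Among 12 genes of resting T cells, 5 were higher in WT, and the list's median of 0.24 log2 lay at percentile 99.99 of the random lists. In total 675 probe sets differed at least 1.5-fold, 342 higher and 333 lower in WT, standing for 483 genes (250 higher, 234 lower). These are differences between single mice.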

To determine if N-ras and H-ras regulate different sets of genes in thymocytes, a comparison was made between the set of genes that were differentially regulated by N-ras in the [WT] *vs.* [N-ras KO] comparison and the set of genes that were differentially regulated by H-ras in the [WT] *vs.* [H-ras KO] comparison.

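Several of the largest differences were found against both KO arrays. Prg2, a granule protein of eosinophils, was 5.97-fold higher in WT than in N-ras KO and 7.40-fold higher than in H-ras KO thymocytes. The transcription factor gene Klf4 was 6.70-fold and 4.53-fold higher. Greb1 was lower in WT, by -1.87 log2 against N-ras KO and -2.99 log2 against H-ras KO. In total 983 probe sets differed at least 1.5-fold in either comparison and 291 in both, of which 141 were higher in WT in both comparisons, 142 lower and 8 opposite. As genes, these are 694 in either comparison and 209 in both. Independent lists of these sizes would share 3.74 higher and 5.15 lower probe sets. Both comparisons use the same WT array, however, and when the 3 values of each probe set were exchanged at random among the arrays, the mean overlap of 100 draws was 236 (202 to 282). The log2 differences of the 2 comparisons correlated at r = 0.56 across probe sets, which are not independent replicates, against 0.50 in these draws (0.44 to 0.57). Their covariance was 0.0355 against 0.0305 (0.0256 to 0.0365). Unlike the overlap, both lay within the range of the draws. Taking another array as the shared one gave 147 probe sets for the N-ras KO array and 270 for the H-ras KO array, and part of the overlap may come from sharing an array.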

Of the total of 523 genes that were differentially regulated by N-ras and/or by H-ras, 147 of these exhibited differential regulation by both Ras isoforms (see Figure 1A). Note that the candidate genes that are in bold-faced font in Tables S3 and S4 are genes that were differentially regulated by both Ras isoforms in this array. These 147 genes were presumably part of pathways that are fundamental components of general Ras signaling and function, and included in these were genes for the transcription factors Creb-1, Fos, and Jun; as well as genes for Gnb1 (guanine nucleotide signaling) and Gadd45-α (growth arrest in response to DNA damage). These 147 genes were skewed somewhat towards upregulated genes (61% upregulated, 39% downregulated).

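The 5 genes that the paper names here were higher in WT than in both KO thymocytes on probe sets that its tables list. Fos, a component of the AP-1 transcription factor, was 3.54 log2 higher than in N-ras KO and 1.63 log2 higher than in H-ras KO. Its partner Jun was 3.39 and 1.80 log2 higher. Gnb1, a G protein beta subunit, was 6.02-fold and 5.64-fold higher. Creb1, a cAMP-responsive transcription factor, differed by 0.89 and 0.71 log2, while another Creb1 probe set read 0 on all 3 arrays. Gadd45a, induced by DNA damage, differed by 1.08 and 0.72 log2. The study chose these genes on the same 3 arrays, so that they are not independent evidence of a direction. Of other AP-1 genes, Fosb and Junb showed the same order, with WT 2.31 and 1.87 log2 above N-ras KO and 1.75 and 1.65 log2 above H-ras KO. Jund did not, at 0.25 log2 above N-ras KO and 0.42 log2 above H-ras KO, and Fosl2 was near 0 against both.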

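Among the genes that differed against both KO arrays, heat shock genes were on the higher side, such as Hspa1a, 11.5-fold higher in WT than in H-ras KO. Ssbp2, a DNA-binding protein, was on the lower side, at -1.62 log2 against N-ras KO and -1.22 log2 against H-ras KO. So was Tpp2, a large cytosolic peptidase, at -0.95 and -0.69 log2. Of the shared probe sets 48.5% were higher in WT in both comparisons, and of the shared genes 48.8%. With 1 probe set per gene, a setting chosen after seeing the data, 133 genes were shared and 62.4% of them were higher. With a 2-fold threshold 67 genes were shared and 64.2% were higher.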

**Figure 1:**
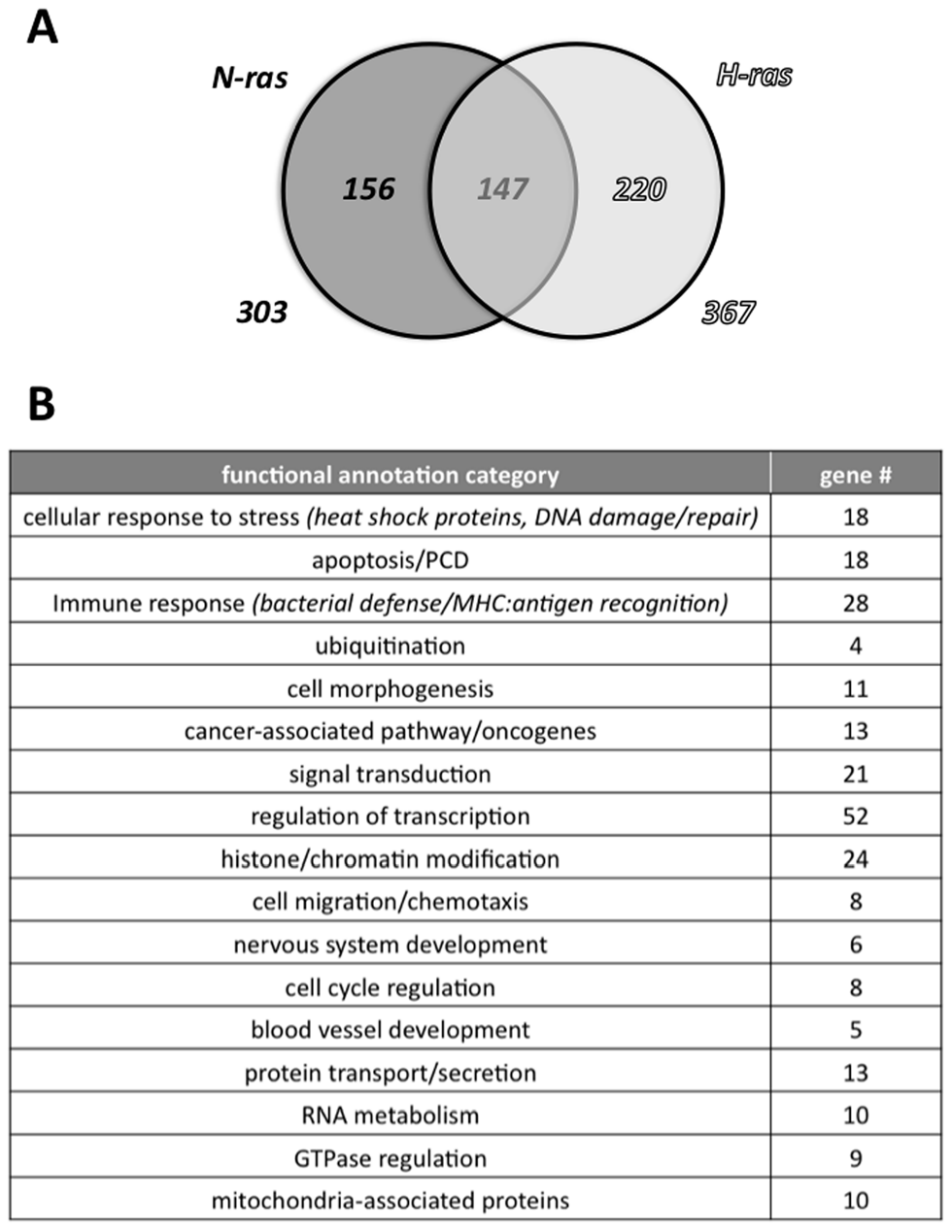
Genes modulated by N-ras and/or H-ras in unstimulated thymocytes. (A) Venn diagram of the numbers of genes that were differentially regulated in the [WT] *vs.* [N-ras KO] and the [WT] *vs*. [H-ras KO] microarray data comparisons. In addition, a description of the numbers of genes that were similarly regulated by H-ras and by N-ras is shown, and the numbers of genes that were uniquely differentially regulated by either N-ras or H-ras is also given. (B) Results of a medium stringency DAVID database analysis of the genes differentially regulated by N-ras in the unstimulated thymocyte microarray experiments. For each of the functional annotation categories, the numbers of differentially regulated genes in that category are also shown. Note that the functional categories shown are, in some cases, derived from a combination of multiple functional annotation categories from the original DAVID database analysis. RNA from one mouse was used for each of the three experimental conditions.

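Genes that stood apart in the N-ras KO array but not in the H-ras KO array include Agtrap, whose product binds the angiotensin receptor, at -1.65 log2 in WT minus N-ras KO and 0.15 log2 in WT minus H-ras KO. Tmod4, an actin-capping protein of muscle, was at -1.54 and -0.06 log2, and the zinc finger gene Zfp991 at -2.25 and -0.42 log2. The histone gene H2bc18 was at -1.36 and -0.07 log2. At the 1.5-fold threshold 308 probe sets, or 211 genes, differed between WT and N-ras KO and not between WT and H-ras KO. A gene just under the threshold in the second comparison counts among them, as the difference between the 2 KO arrays does not enter this count.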

As Figure 1A illustrates, of the 303 genes that were differentially regulated by N-ras, 156 genes were ‘uniquely differentially regulated’, in that they were not also differentially regulated by H-ras. 

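The H-ras KO array stood apart for Cyp51, an enzyme of cholesterol synthesis, which was -1.80 log2 in WT minus H-ras KO and 0.26 log2 in WT minus N-ras KO. The receptor gene Tnfrsf14 was at -2.04 and -0.15 log2, Syt13 at -2.21 and -0.15 log2, and Paip1, which acts in translation, at -2.40 and -0.17 log2. Higher in WT than in H-ras KO were H2-Aa, a class II antigen-presenting molecule, at 1.31 log2 and the B cell receptor component Cd79a at 0.68 log2, against 0.12 and 0.01 log2 in the N-ras KO comparison. Over both directions 384 probe sets, or 274 genes, passed 1.5-fold against H-ras KO alone.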

In a similar fashion, for the 367 genes differentially regulated by H-ras, 220 of these genes were uniquely differentially regulated by H-ras. The genes from Tables S3 and S4 that are not in bold-faced font are those genes that were uniquely differentially regulated by the respective Ras isoform in this microarray experiment. It should be noted that we did not observe any compensatory upregulation of H-ras expression in N-ras KO cells, and we also did not see an upregulation of N-ras in H-ras KO cells. 

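The deleted gene was low in its own KO array. Nras was 1.81, 2.46 and 2.38 log2 lower in N-ras KO than in WT thymocytes on its 3 probe sets. On the same probe sets WT minus H-ras KO was -0.16, 0.02 and -0.28 log2. The probe set that the paper's Table S4 assigns to H-ras was 3.02 log2 lower in H-ras KO than in WT, and its WT minus N-ras KO was 0.17 log2. Of these 4 probe sets none reached 1.5-fold in the KO of the other gene.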

Genes that were differentially regulated by one Ras isoform but not the other presumably represent factors that play fundamental roles in Ras isoform-specific signaling and function. 

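Set directly against each other, the arrays of the 2 KO thymocytes differed in several gene groups. Of 18 interferon response genes, 4 were at least 1.5-fold lower in H-ras KO and none was higher, with a median of -0.40 log2. Of 21 B cell genes, 6 were lower in H-ras KO, among them Ms4a1, which encodes CD20, at -1.09 log2, and the list's median was -0.38 log2. Genes of resting T cells had a median of -0.46 log2 with 4 of 12 lower, and neutrophil granule genes of -0.35 log2 with 1 of 15 lower. These medians lay at percentile 0 of 10000 random lists. At percentile 100 were heat shock genes, with a median of 0.23 log2 and 2 of 15 higher, and the cell cycle list, with a median of 0.24 log2, although none of its 33 genes reached 1.5-fold. Between the KO arrays 549 probe sets differed at least 1.5-fold, 312 higher and 237 lower in H-ras KO. From the number of genes that passed its thresholds for 1 isoform and not the other, the paper concludes that N-ras and H-ras regulate different sets of genes in immune cells.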

Overall, the fact that there were nearly four hundred genes that were uniquely differentially regulated by N-ras or by H-ras clearly supports the hypothesis that the two Ras isoforms regulate different sets of genes in immune cells.

The NIH DAVID database was used to group the 303 genes that were differentially regulated by N-ras into a total of 17 major functional annotation categories (see Figure 1B). It should be noted that this DAVID database analysis utilized the 303 genes that were differentially regulated by N-ras, rather than using the smaller pool of 156 genes that had been shown to be uniquely differentially regulated by N-ras (i.e. were not also differentially regulated by H-ras). This was done to facilitate a comparison to the DAVID database analysis results for the second microarray, where we did not exclude genes that were also differentially regulated by H-ras (see below). N-ras had been previously shown to play roles in immune response, signal transduction, cancer-associated pathways/oncogenes, and cell proliferation, and these functional annotation groups were therefore expected. 

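Among 33 chromatin regulators on the thymocyte arrays, none was at least 1.5-fold higher in WT than in N-ras KO and 1 was lower. That gene was Kmt2c, a histone H3 methyltransferase, 1.65-fold lower in WT. The list's median difference was -0.01 log2, at percentile 1.83 of the random lists. Skp2, the substrate receptor of a ubiquitin ligase, was at -1.06 log2 in WT minus N-ras KO. Pafah1b1, a regulator of dynein that binds microtubules, was at -0.90 log2.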

Other functional annotation categories, such as: histone/chromatin modification, ubiquitination or RNA metabolism were not expected, however, these novel pathways downstream of N-ras clearly warrant further investigation.

### N-ras-Specific Transcriptome in CD4^+^ T-cells Following a Low-level TCR Stimulus

In order to determine the N-ras-specific transcriptome in TCR stimulated T-cells, a RNA differential display analysis was performed with RNA derived from the following four experimental conditions: (1) WT CD4^+^ T-cells incubated overnight without a TCR stimulus, (2) WT CD4^+^ T-cells incubated overnight with a low-level TCR stimulus (1 μg/ml α-CD3e and α-CD28), (3) N-ras KO CD4^+^ T-cells incubated overnight without a TCR stimulus, and (4) N-ras KO CD4^+^ T-cells incubated overnight with a low-level TCR stimulus. 

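CD4+ T cells, the helper T cells, came from spleens of WT and N-ras KO mice and were kept overnight with or without 1 μg/ml of antibodies to CD3e and CD28. Each of the 4 groups has 3 arrays, 12 in all. The paper states that sorted cells were divided between both conditions, and also that each condition of each repetition had a different mouse. Paper and labels give an age of 6 to 20 weeks. The values are the authors' log2 expression for 45101 probe sets from RMA with quantile normalization and a baseline transformation to control samples. In each genotype the median of the 3 unstimulated arrays was 0 on all 45101 probe sets (tolerance 1e-06), against 35 and 34 probe sets in the stimulated groups. A value is therefore a difference from the unstimulated cells of the same genotype, and a difference between the stimulated groups compares the changes from those separate baselines. The values hold no brightness, so that dim probe sets could not be left out, and the number of arrays limits the precision. The platform annotation pairs 34958 probe sets with 1 gene, 932 with several and 9211 with none, for 18194 genes. limma was fitted to the 12 arrays, with Benjamini-Hochberg adjustment over all probe sets and differences taken as WT minus N-ras KO.
Nras itself did not follow the labels on 1 number of each genotype. On the third probe set the arrays labelled N-ras KO read 0, -0.04 and 2.04 log2 without stimulation and 0.51, 0.08 and 2.09 log2 with it, in the order of replicates 1, 2 and 3. The arrays labelled WT read -2.68, 0.28 and 0 log2 without and -3.04, -0.10 and 0.00 log2 with stimulation. On all 3 Nras probe sets the third N-ras KO replicate lay above the other N-ras KO arrays, with deviations of 1.63, 1.19 and 1.93 log2 as means over the unstimulated and stimulated arrays. The first WT replicate lay below the mean of the other WT arrays by the same measure, with -0.97, -1.51 and -2.91 log2. On the first probe set of Nras, however, it did not stand apart with stimulation, at -0.14 log2 against -0.19 log2 in WT 3. Between the stimulated groups Nras differed by -0.25, -0.32 and -1.94 log2 (adjusted p = 0.690 to 0.927 from limma). Whether these probe sets lie in the deleted part of the gene is not given in the sources used here, although in thymocytes all 3 were low in the N-ras KO array. The paper's qRT-PCR, which used other cells transduced with vectors, does not settle the labels. Groups are therefore named below as the labels name them.

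**Figure D1:**
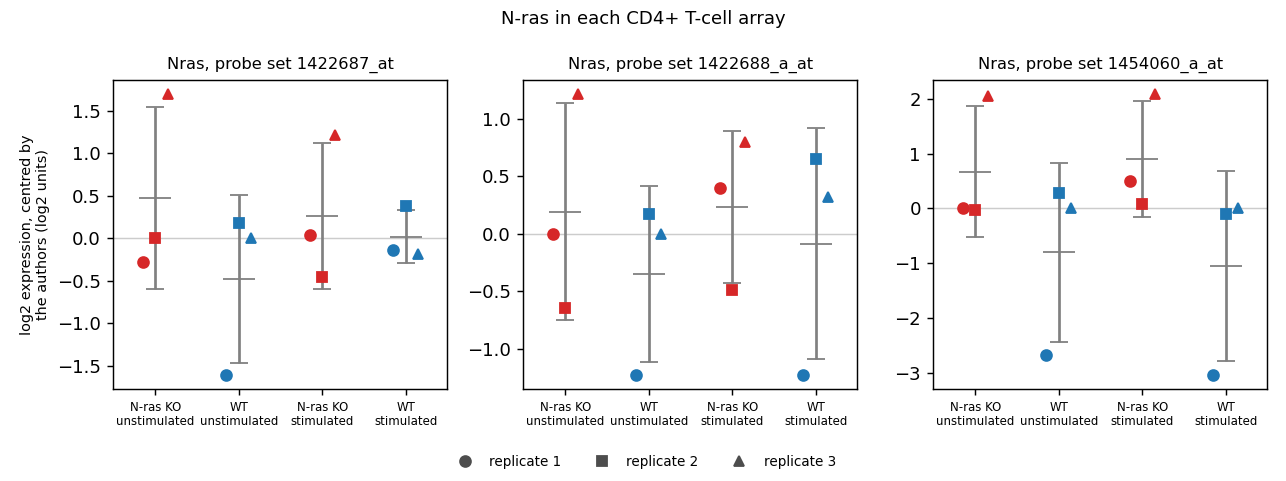
Log2 expression of Nras, centred by the authors, on its 3 probe sets in the 12 CD4+ T-cell arrays. Each point is 1 array, with its shape giving the replicate number and its colour the genotype on the label (blue WT, red N-ras KO), and the grey bar and whiskers give the mean and SD of 3 arrays. In the right panel the third N-ras KO replicate sits at 2.04 and 2.09 and the first WT replicate at -2.68 and -3.04.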

Since we were interested primarily in genes that were differentially regulated by N-ras following a low-level TCR stimulus, our microarray data comparison was between data from TCR-stimulated, WT CD4^+^ T-cells and from TCR-stimulated, N-ras KO CD4^+^ T-cells. Genes that were differentially regulated in the comparison between stimulated N-ras KO CD4^+^ T-cells and unstimulated N-ras KO CD4^+^ T-cells, as well as those genes that were differentially regulated in the comparison between stimulated WT CD4^+^ T-cells and unstimulated WT CD4^+^ T-cells were excluded from this analysis. 

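Genes of T cell activation were higher as a list after the TCR stimulus in both genotypes. Of 33 genes of T cell activation, 28 were higher in the stimulated than in the unstimulated arrays labelled WT and 23 in those labelled N-ras KO (camera adjusted p = 7.38e-16 and 4.63e-05). With an estimated correlation these were adjusted p = 0.0968 and adjusted p = 0.694. Adjusted over the list alone, 6 and 4 members passed in limma, and over all probe sets none did. Il2ra, the interleukin-2 receptor alpha chain, was 1.66 log2 higher after stimulation in WT, and Irf4, a transcription factor of activated lymphocytes, was 1.59 log2 higher in WT and 2.39 log2 in N-ras KO. Cd69, an early activation marker, was 1.27 log2 higher in N-ras KO. Immediate early genes were higher too, 20 of 26 in WT and 19 in N-ras KO (camera adjusted p = 0.000181 and 0.000489, and adjusted p = 0.298 and 0.694 with an estimated correlation). Egr2 was 2.55 log2 higher in WT and 5.40 log2 in N-ras KO, and Nr4a1 2.22 and 3.62 log2. Spry1, a feedback inhibitor of Ras signaling, was 1.18 log2 higher in WT and 1.69 log2 in N-ras KO. The largest differences in WT included the chemokine gene Ccl22 at 3.28 log2, the chemokine receptor gene Ccr8 at 3.16 log2 and Dusp16, a MAP kinase phosphatase, at -2.24 log2. Rel, a NF-kappaB subunit, was among the largest in N-ras KO at 2.48 log2. Lists of markers of other cell types moved as well. Of 15 neutrophil granule genes, 13 were higher in N-ras KO and 3 in WT (camera adjusted p = 0.00894 and 0.0923). With an estimated correlation these were adjusted p = 0.919 and 0.827. Of 22 B cell genes 18 were higher in each genotype (camera adjusted p = 0.00660 in WT and 0.163 in N-ras KO, and adjusted p = 0.616 and 0.919 with an estimated correlation), and the macrophage and dendritic cell list shifted in WT (camera adjusted p = 0.0414, and adjusted p = 0.456 with an estimated correlation). A replicate block by number within each genotype was chosen after seeing the data. With it the B cell list passed in N-ras KO (camera adjusted p = 0.00104), and the macrophage and dendritic cell list no longer passed in WT (0.111).
In WT, 18 of 20 genes of ribosome biogenesis were higher, none of them at an unadjusted p under 0.05 in limma (camera adjusted p = 0.000181, and adjusted p = 0.235 with an estimated correlation), and of the cell cycle 25 of 34 were higher (camera adjusted p = 0.00896, and adjusted p = 0.616 with an estimated correlation). Without WT unstimulated replicate 1, the WT calls of ribosome biogenesis (camera adjusted p = 0.0539), cell cycle (0.423) and B cell (0.849) were lost. So was that of macrophage and dendritic cell (0.179), while T cell activation (1.85e-06) and immediate early genes (0.00974) still passed. In limma no probe set passed an adjusted p of 0.05 in either genotype. At an unadjusted p under 0.05 there were 520 in WT and 1162 in N-ras KO, where 2255 are given by chance. The methods' t-test gave none after adjustment, with 761 and 857 at an unadjusted p under 0.05. With each number of a genotype as a replicate block, chosen after seeing the data, limma again gave none after adjustment, and 1941 and 3200 at an unadjusted p under 0.05. Without N-ras KO stimulated replicate 3, limma gave 9 probe sets past an adjusted p of 0.05 in N-ras KO. At a p of 0.05 and 1.5-fold, 469 probe sets in WT and 1057 in N-ras KO would be excluded by limma, and 351 and 405 by the methods' t-test. With the replicate block within genotype, limma would exclude 1262 and 2213.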

Figure 2A contains a flowchart of the second set of microarray experiments and Figure 2B describes the process through which we incrementally defined potential candidate genes from the array. The entire experiment was repeated three times, with all three repetitions being used to compile the list of differentially regulated transcripts.

**Figure 2:**
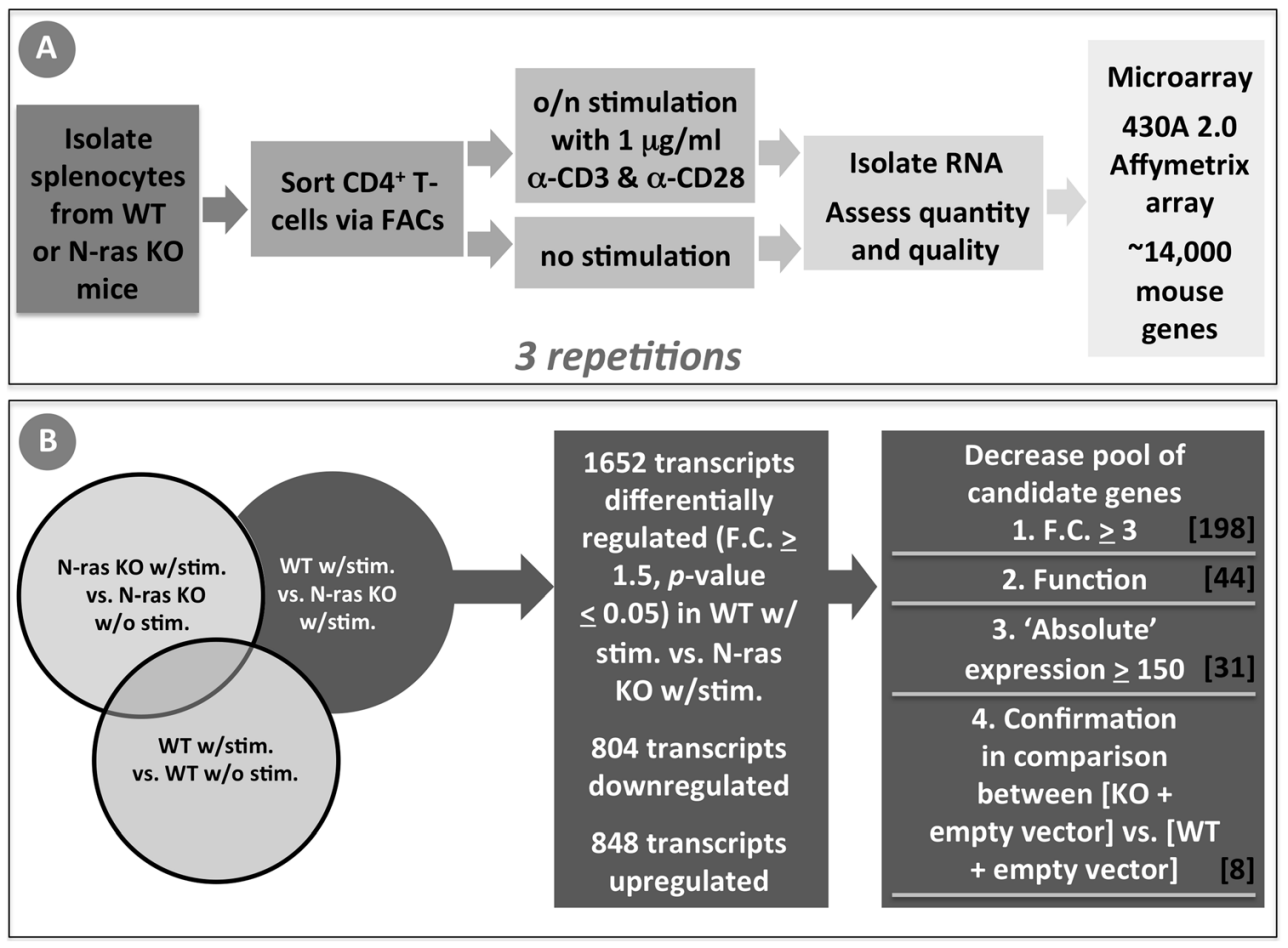
Flowchart of the RNA differential display experiments to determine the N-ras-specific transcriptome in TCR-stimulated CD4^+^ T-cells. (A) Flowchart of the second set of RNA differential display experiments. (B) Schematic illustrating the process used to further define differentially regulated genes from the microarray as potential candidate genes for subsequent testing.

All microarray data comparisons were consistently made between [WT] *vs.* [N-ras KO], or in the case of the subsequent rescue/validation experiments, between conditions that approximated WT and N-ras KO, such as [KO + N-ras WT] *vs.* [KO + H-ras WT] (see Figure 3). We chose to represent the microarray data comparisons in this format to simplify the interpretation of the microarray data. Genes that were found to be upregulated in this comparison were upregulated by N-ras and conversely, genes that were downregulated in this array data comparison were downregulated by N-ras.

**Figure 3:**
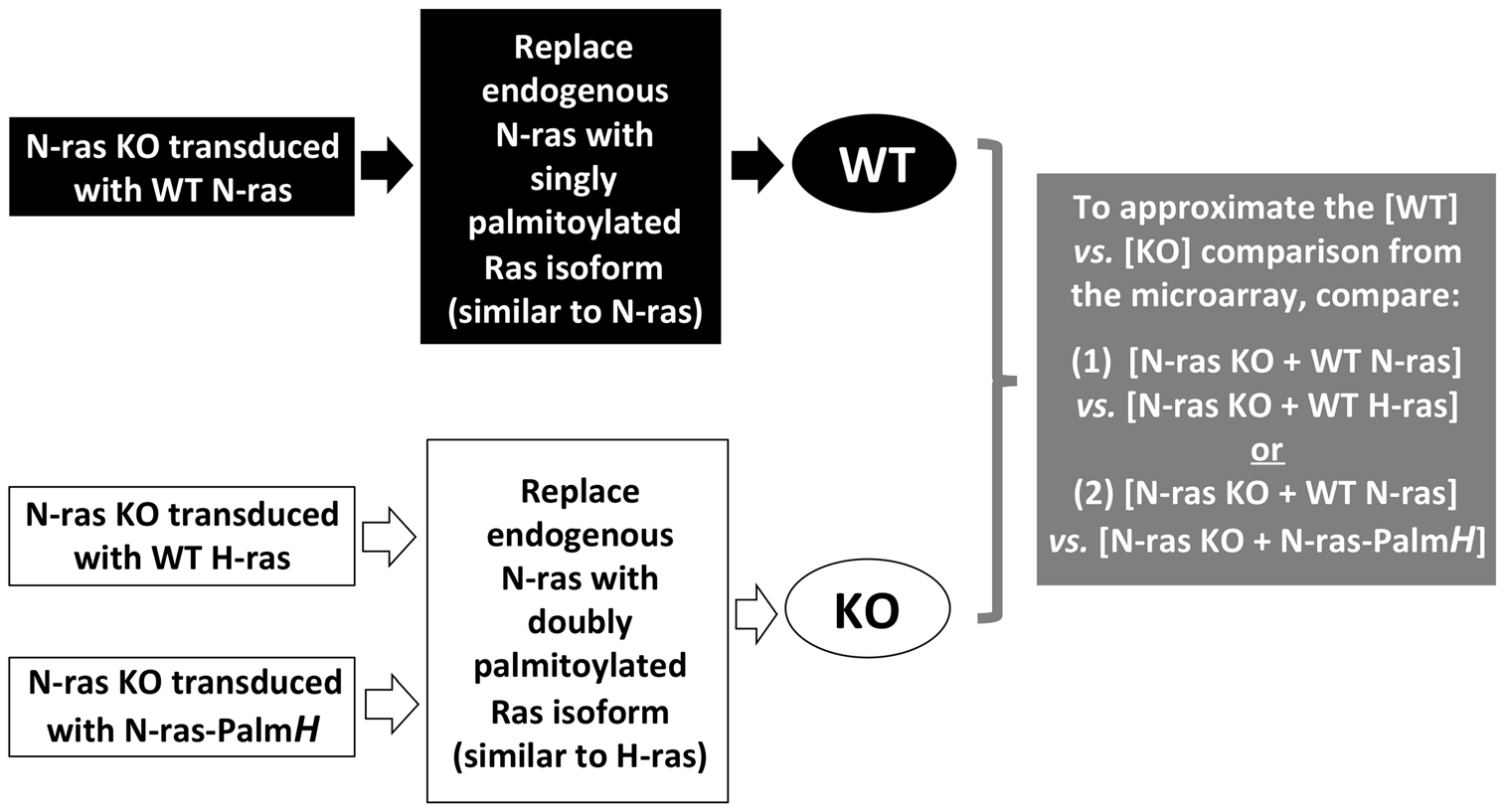
Schematic of the rationale and the experimental design of qRT-PCR-based validation experiments that were performed with candidate genes from the second set of microarray experiments. The assumption behind these experiments was that over-expression of WT N-ras in N-ras KO CD4^+^ T-cells should be able to reconstitute or rescue the gene expression of the candidate genes as seen in WT cells. In contrast, over-expression of WT H-ras in N-ras KO CD4^+^ T-cells should not be able to rescue the expression of these candidate genes, and N-ras KO cells over-expressing WT H-ras should therefore be most similar to N-ras KO cells in their pattern of gene expression. From a palmitoylation state perspective, N-ras-Palm*H* was similar to WT H-ras, and one would therefore not expect that over-expression of N-ras-Palm*H* in the N-ras KO background would be able to rescue the expression of candidate genes downstream on N-ras.

A total of 1848 transcripts were differentially regulated in the [WT + stimulation] *vs.* [N-ras KO + stimulation] microarray data comparison (F.C. ≥1.5, *p*-value ≤0.05), and elimination of the 196 transcripts that were also differentially regulated in the [WT] *vs.* [WT + stimulation] and the [N-ras KO] *vs.* [N-ras KO + stimulation] yielded 1652 differentially regulated transcripts (see Table S5). 

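Between the stimulated arrays labelled WT and N-ras KO, the interferon-induced GTPase gene Gbp8 was 3.97 log2 higher in WT (standard error 1.72), or 1.61 log2 without the arrays numbered 3. Also higher were Sox11, a developmental transcription factor, by 3.89 log2 (standard error 1.02), and Stk39, a stress-response kinase, by 3.45 log2 (standard error 0.73). Lower in WT were the guidance receptor gene Robo1 at -4.21 log2 (standard error 1.27), the cadherin gene Fat1 at -3.57 log2 and the lipid enzyme gene Lpcat2 at -3.37 log2. Racgap1, which acts in cytokinesis, was 2.41 log2 higher in WT. Egr2 was -2.46 log2 in WT minus N-ras KO, with group means of 2.47 in WT and 4.92 in N-ras KO.
No probe set passed an adjusted p of 0.05 in limma, where the smallest was 0.264. At an unadjusted p under 0.05 there were 3427 of 45101, and 3112 of them also differed at least 1.5-fold. The methods' t-test gave none after adjustment, 2882 at an unadjusted p under 0.05 and 1840 at both thresholds. In 6197 probe sets (13.7%) the groups did not overlap, where chance gives 10%, and noise centred in the way of the deposited values, with arrays of 1 number and genotype correlated, gave 13.3% to 13.9% in 20 draws. In limma without a block, 868 of the 3112 were also at the thresholds in the response to stimulation of at least 1 genotype, which left 2244. This removal was not run with the replicate block within genotype, where more probe sets reached the thresholds in these responses. In the t-test, removing those at the thresholds in the N-ras KO response alone took away 188 and left 1652, the probe sets of Table S5, whose fold changes were all equal to the difference of the group means here (tolerance 1e-04 log2). Of these, 97 were also at the thresholds in the WT response. Without N-ras KO stimulated replicate 3, 13 probe sets passed an adjusted p of 0.05 in limma. At the thresholds limma gave 1905 with quantile normalization, and 5129 without the arrays numbered 3, a setting chosen after seeing the data. The paper eliminated transcripts that passed in its stimulation comparisons. It lists the 1652 left from stimulated WT against N-ras KO cells as regulated by N-ras.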

For the differentially regulated transcripts, 819 represented clearly defined genes, whereas the other 833 represented either duplicate transcripts of the same gene, expressed sequence tags or cDNA clones. 

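Higher in the stimulated arrays labelled WT were Morrbid, a long noncoding RNA of myeloid cell survival, at 3.25 log2, the cell cycle phosphatase gene Cdkn3 at 2.41 log2 and Ccl4, a chemokine, at 1.24 log2. Lower in WT were Megf11 at -3.31 log2, the homeobox gene Hoxc10 at -3.26 log2 and Cbx1, a heterochromatin protein, at -2.09 log2. None of these passed an adjusted p of 0.05 in limma, and each had an unadjusted p under 0.05. Of the 1652 probe sets of Table S5, 804 were higher in WT and 848 lower. By limma, after removal of probe sets at the thresholds in either response to stimulation, 1088 were higher and 1156 lower. As genes these 2244 probe sets are 1541.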

Of the 1652 transcripts, 848 were upregulated, and 804 were downregulated. A medium stringency DAVID database analysis was performed to assign the differentially regulated genes into functional annotation categories: the differentially regulated genes were grouped into a total of 18 major functional annotation categories (Table 1). 

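Of 29 gene lists, 6 shifted between the stimulated arrays labelled WT and N-ras KO. Genes of oxidative phosphorylation were higher in WT in 21 of 26, with a median of 0.57 log2 (camera adjusted p = 0.00174), among them Ndufb5 at 2.60 log2 and Sdhb at 1.63 log2. Neutrophil granule genes were lower in WT in 13 of 15, with a median of -1.16 log2 (camera adjusted p = 0.00272), such as Ltf at -1.72 log2 and Elane at -1.16 log2. Cell cycle genes were higher in 26 of 34, ribosome biogenesis in 16 of 20 and heat shock in 12 of 15 (camera adjusted p = 0.0250 for each), and interferon response in 15 of 20 (camera adjusted p = 0.0496). Bub1b, a spindle checkpoint kinase, was 1.02 log2 higher, Npm1 1.15 log2, Hspd1 0.80 log2 and Gbp2 1.50 log2. All 6 calls were lost when the correlation between genes was estimated, at an adjusted p = 0.798 with an estimated correlation. Without N-ras KO stimulated replicate 1 only oxidative phosphorylation passed, and without WT stimulated replicate 3 only neutrophil granule. Neutrophil granule (adjusted p = 0.192), heat shock (0.0626) and interferon (0.0645) were lost without WT stimulated replicate 2, cell cycle (0.739), heat shock (0.330) and interferon (0.547) without N-ras KO stimulated replicate 3, and ribosome biogenesis (0.0555) without N-ras KO stimulated replicate 2. The 3' minus 5' controls, a sign of RNA quality, set the stimulated arrays numbered 3 apart, with 0.46 log2 (Actb) and 0.48 log2 (Gapdh) in N-ras KO 3 and -0.41 and -0.82 log2 in WT 3. Without the arrays labelled N-ras KO 3 and WT 1, a setting chosen after seeing the data, 7 lists passed, neutrophil granule at a camera adjusted p = 4.11e-07, and cell cycle did not (0.0561). Without the arrays numbered 3, chosen in the same way, neutrophil granule alone passed, and the cell cycle and interferon lists turned to the other direction. Chromatin regulators did not shift, with 20 higher and 21 lower (camera adjusted p = 0.902), nor did genes of T cell activation, with 21 of 33 higher (camera adjusted p = 0.254). Of 61 genes that the paper's Table 1 names as unique to a category, 24 were higher and 37 lower, and none of them passed over all probe sets in limma. The 21 that passed when adjusted over the list alone are not independent evidence, since the study chose the list on these arrays.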

As was the case for the DAVID database analysis of the data from the [WT] *vs.* [N-ras KO] unstimulated thymocyte microarray, the functional annotation categories for the second set of array experiments were both expected (cell death, immune response, cell commitment/differentiation, and signal transduction) and unexpected (RNA localization/metabolism/binding, DNA damage/repair, and chromatin binding/remodeling).

**Table 1:** Results of a medium stringency DAVID database analysis of the genes differentially regulated by N-ras in the stimulated CD4^+^ T-cell microarray experiments.

functional annotation category	total	U	D	unique	gene names of unique members of each category
cell death	16	6	10	3	Xiap, Cflar///LOC100040853, Bcl2l13
ubiquitin ligase activity	4	1	3	1	Siah2
RNA localization/metabolism/binding	6	2	4	4	Srrm1, Refbp2///Thoc4, Gemin8, Bruno14
cytoskeleton	10	2	8	6	Dctn4, Synpo, Vapa, Spag16, Cttnbp, Mtap1s
cell shape changes/morphogenesis	10	5	5	1	Prlr
blood vessels	14	6	8	5	Hey1, Wars2, P2rx4, Taz, Agtrap
cell cycle	8	4	4	1	Cdkn3
DNA damage/repair	10	4	6	2	Rad23a, Obfc2a
immune response	12	7	5	1	Cxcl13
cell commitment/differentiation	17	8	9	0	-
signal transduction (general)	44	21	23	13	Pik3r3, Ttll10, Ikbkb, Inpp5k, Prmt3, Prkacb, Asph, Il1rap, Igfbp5, B4giant2, Mgat5, Ccnb1, Impact
Ras-mediated signal transduction	5	3	2	3	Mcf2l, Xpo7, Arfgef2
transcriptional control	28	14	14	12	Zfhx3, Scmh1, Churc1, Lcor, Mef2a, Carf, Per3, Runx1t1, Nfkble, Pax9, Dnaib6, LOC100
chromatin binding/remodeling	13	8	5	3	Lin28, Ncapd2, Hist1h1e
vesicular transport	14	4	10	0	-
cell contacts	9	4	5	7	Dpp4, Tin1, Stk39, Dsg2, Mpdz, Slc12a6, Aqp3
molecular transport	12	6	6	3	Syne2, Nutf, Fras1
nervous system	26	12	14	9	Racgap1, Efhd1, Dfna5, Tcfap2a, Pcdh15, Nrxn1, Lhx8, Ret

For each of the 18 functional annotation categories listed, the number of genes that were downregulated (D), the number of genes that were upregulated (U), and the number of unique genes (i.e. genes that were not assigned to another functional annotation category) are shown. For each functional annotation category, the names of unique members of each category, as well as the candidate genes from that category that were tested in qRT-PCR-based validation experiments is also shown. Note that the functional categories shown are, in some cases, derived from a combination of multiple functional annotation categories from the original DAVID database analysis.

Since 1652 transcripts were far too many candidates to attempt to test further, we reduced our candidate gene pool by increasing the stringency of our criteria of what we considered as a differentially regulated gene (Figure 2B). Considering only clearly defined genes as potential targets left us with 819 candidates. 

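Among the genes that differed at least 3-fold was Skp2, which marks cell cycle inhibitors for degradation and was 3.12-fold higher in WT on 1 of its probe sets, and the semaphorin gene Sema4a, a regulator of T cell priming, at 4.66-fold. Wars2, a mitochondrial tryptophanyl-tRNA synthetase, was at -1.61 log2 in WT minus N-ras KO, and the neutrophil granule genes Camp and Ngp were at -2.25 and -2.14 log2. By limma's thresholds, with either response to stimulation removed, 356 genes on 524 probe sets differed at least 3-fold. With the methods' t-test this was 217 genes, and 237 genes where the N-ras KO response alone was removed. None of these passed an adjusted p of 0.05 in either test.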

Increasing our fold change cut-off from ≥1.5 to ≥3 left us with 198 candidate genes. In addition, we revisited the DAVID database analysis data, and eliminated genes as candidates if they did not belong to functional annotation categories consistent with previous functions ascribed to N-ras in immune cells, such as: signal trnsduction, oncogenesis, or immune response. This third reduction left us with 44 candidate genes. In addition, we ruled out any candidate genes for further qRT-PCR-based testing if they had an absolute expression value in the raw array data of less than 150. This was done because previous attempts to validate genes with an absolute expression value in the raw microarray data of less than 150 were unsuccessful, as the change in expression of these genes was below the level of sensitivity of our qRTPCR-based assay. The 31 candidate genes that remained after this final cut-off criterion are listed in Table S2.

### Comparison and Interpretation of Data from the Unstimulated Thymocyte and Stimulated CD4^+^ T-cell Microarray Experiments

In the hopes of elucidating genes whose regulation is of fundamental importance for N-ras-specific signaling and function in immune cells, we compared genes that were differentially regulated by N-ras in the unstimulated thymocyte microarray to genes that were differentially regulated by N-ras in the stimulated CD4^+^ T-cell splenocyte microarray. In both microarray experiments, there was a roughly 1∶1 ratio of genes that were upregulated and downregulated by N-ras. 

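In both experiments genes stood on the higher and on the lower side. The thymocyte differences are between arrays on 1 common centre. Those in CD4+ T cells compare changes from the unstimulated cells of each genotype. Among the thymocyte genes Prg2, a granule protein, and Klf4, a transcription factor, were on the higher side in WT, and Vapb and Ifi209 on the lower side, where the probe sets numbered 248 higher of 599. In the stimulated CD4+ T cells labelled WT, Gbp8 and Sox11 were among the 1504 probe sets on the higher side at limma's thresholds, and Robo1 and Fat1 among the 1608 on the lower side, so that 48.3% were higher. Of 26 genes of oxidative phosphorylation, most of which were higher in these CD4+ T cells, none was at least 1.5-fold higher in WT thymocytes and 1 was lower, although their median of 0.04 log2 lay at percentile 92.5 of the random lists.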

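Genes at the thresholds in both experiments include Agtrap, which was lower in WT thymocytes and 1.62 log2 higher in the stimulated CD4+ T cells labelled WT. Zfp106, a zinc finger protein that binds RNA, was at -0.80 log2 in thymocytes and 1.63 log2 in CD4+ T cells on the same probe set. Klf4 was at 2.74 log2 in thymocytes and, on another probe set, at -0.98 log2 in CD4+ T cells, where the first gave 0.68 log2. Snai1, a transcriptional repressor, was at 0.68 and -0.77 log2. Of the 12394 genes on both kinds of array, 420 differed at least 1.5-fold between the WT and N-ras KO thymocytes. By limma's thresholds with either stimulation response removed, 1114 differed in CD4+ T cells and 59 were shared, where independent lists would share 37.8. The same direction was found for 28 of the 59, and 18 of these did not differ in H-ras KO thymocytes. Independent lists would give the same direction for 19.0 of 37.8. In this limma list the share with the same direction was thus no higher than in independent lists. With the probe sets of Table S5, 39 genes were shared, where independent lists would share 27.1. Here 22 of the 39 had the same direction, a larger share than the 13.7 of 27.1 in independent lists. Neither share was tested, and the directions in CD4+ T cells are those of changes from separate baselines. Of the 15 genes in the paper's Table 2, 13 were among the 59 and all 15 among the 39.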

Only fifteen genes that were differentially regulated by N-ras in unstimulated thymocytes were also differentially regulated by N-ras in stimulated CD4^+^ T-cells (Table 2), which was not surprising, given the different cellular contexts of the two experiments.

**Table 2:** Comparison of genes modulated in unstimulated thymocytes to those modulated in T-cell splenocytes treated with a low-level TCR stimulus.

Gene	Gene name	*Unstimulated thymocytes*		*Stim. CD4+ T-cells*
		[WT] *vs.* [N-ras KO]	[WT] *vs.* [H-ras KO]	[WT] *vs*. [N-ras KO]
Agtrap	angiotensin II, type I receptor associated protein	−−		++
Camp	cathelicidin antimicrobial peptide	+	+++	−−
Cbx5	chromobox homolog 5 (Drosophila HP1a)	+		++
Kif2c	kinesin family member 2C	+		++
Klf4	Kruppel-like factor 4 (gut)	+	++	−
Mgea5	meningioma expressed antigen 5 (hyaluronidase)	−		−−
Mll3	myeloid/lymphoid or mixed-lineage leukemia 3	−		−
Ngp	neutrophilic granule protein	++	+++	−−
Pafah1b1	platelet-activating factor acetylhydrolase, isoform 1b, beta 1 subunit	−		−
Sema4a	sema domain, immunoglobulin domain (Ig), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 4A	−		++
Skp2	S-phase kinase-associated protein 2 (p45)	−−		++
Snai1	snail homolog 1 (Drosophila)	+		−
Srrm1	serine/arginine repetitive matrix 1 (Srrm1), transcript variant 1, mRNA	−		−−
Tpp2	tripetidyl petidase II	−	−	−
Zfp106	zinc finger protein 106	−	−	++

In addition to listing the gene name and gene symbol, the last three columns of the table indicate if the gene was found to be differentially regulated in the [WT] *vs*. [N-ras KO] and [WT] *vs*. [H-ras KO] comparisons from the unstimulated thymocyte array data and/or was differentially regulated in the [WT] *vs*. [N-ras KO] comparison from the stimulated CD4^+^ T-cell array data. In the last three columns of the table: “+” indicates a F.C. >1.5, but less than 2; “++” indicates a F.C. between 2 and 5; “+++” indicates a F.C. >5; “−” indicates a F.C. <0.667, but greater than 0.5; and “−−” indicates a F.C. between 0.5 and 0.2.

Of the fifteen genes that were differentially regulated by N-ras in both arrays, we were most interested in those genes that were also: (1) regulated in the same direction by N-ras in both cell types, and (2) uniquely differentially regulated by N-ras (i.e. not also differentially regulated by H-ras) in the unstimulated thymocyte microarray. We hoped that excluding genes that were also differentially regulated by H-ras in unstimulated thymocytes would allow us to focus only on those genes that played N-ras-specific functions in immune cells. 

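Cbx5, which encodes the heterochromatin protein HP1 alpha, was 0.72 log2 higher in WT than in N-ras KO thymocytes and 1.53 log2 higher in the stimulated CD4+ T cells labelled WT (standard error 0.49). Kif2c, a kinesin that removes tubulin at centromeres, was 0.61 log2 higher in thymocytes and 1.25 log2 higher in CD4+ T cells on its Table S5 probe set (standard error 0.37), while another probe set gave -0.55 log2. Oga, the current symbol of Mgea5, an enzyme that removes O-GlcNAc, was at -0.74 log2 in thymocytes and -1.20 log2 in CD4+ T cells (standard error 0.40). Kmt2c, the current symbol of Mll3, was at -0.72 and -0.68 log2, the second with a standard error of 0.24. Srrm1, a splicing coactivator, was at -0.93 and -1.13 log2, the second with a standard error of 0.39. For each of these genes the 2 cell types are read on different probe sets, and the CD4+ values compare changes from separate baselines. On the probe set used for thymocytes, the CD4+ T cells differed by 0.12 log2 for Cbx5, -0.28 log2 for Kif2c, 0.00 log2 for Oga, 0.41 log2 for Kmt2c and -0.12 log2 for Srrm1. On the other probe sets of the thymocyte arrays, WT minus N-ras KO was -0.21 to 0.35 log2 for Cbx5 and -0.16 to 0.30 log2 for Kif2c. For Oga these were -0.30 to -0.06 log2 and for Srrm1 -0.22 to 0.00 log2. In CD4+ T cells none passed an adjusted p of 0.05 over all probe sets in limma (adjusted p = 0.536 to 0.585). Against H-ras KO, WT thymocytes differed by 0.06 log2 for Cbx5, 0.10 log2 for Kif2c, -0.43 log2 for Oga, -0.52 log2 for Kmt2c and -0.58 log2 for Srrm1, all under 1.5-fold.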

Only five of the fifteen genes met these two criteria, namely: *Cbx5, Kif2C, Mgea5, Mll3,* and *Srrm1*. With regards to the functional products of these five genes: Cbx5 is a mammalian homolog of a Drosophila protein shown to be important in post-gastrulation embryonic development, Kif2C is a kinesin protein associated with the centromeres and spindle development during cell division, Mgea5 is a cytoplasmic O-Glc NAcase enzyme, Mll3 plays a role in H3K4 methylation in the regulation of transcription by RNA polymerase II, and Srrm1 is a co-activator of pre-mRNA splicing. Overall, the five genes that were uniquely and similarly differentially regulated by N-ras in both immune cell types belonged to pathways associated with cell division, post-translational processing, and chromatin remodeling. *Mgea5* and *Mll3* were also noteworthy because these genes have been shown to play roles in oncogenesis. The fact that these five genes were both similarly and uniquely differentially regulated by N-ras in two different immune cell types implied that they might play fundamental roles in N-ras signaling and function in lymphocytes.

Comparing the functional annotation categories from the DAVID database analyses of differentially regulated genes in the [WT] *vs.* [N-ras KO] comparisons from the unstimulated thymocyte and stimulated CD4^+^ T-cell microarray experiments (compare Figure 1B to Table 1) revealed that, with a few exceptions, almost all of the functional annotation categories listed in Table 1 were common to both immune cell types. 

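The neutrophil granule genes stood on different sides in the 2 cell types. They were higher in WT than in N-ras KO thymocytes with a median of 1.23 log2, and lower in the stimulated CD4+ T cells labelled WT (camera adjusted p = 0.00272, and adjusted p = 0.798 with an estimated correlation). Heat shock genes had a median of 0.72 log2 in thymocytes and 0.25 log2 in CD4+ T cells, where camera gave adjusted p = 0.0250, adjusted p = 0.798 with an estimated correlation, and adjusted p = 0.818 without the arrays numbered 3. Immediate early genes had a median of 0.44 log2 in thymocytes and -0.20 log2 in CD4+ T cells, where they did not shift (camera adjusted p = 0.552). The interferon list had a median of -0.08 log2 in thymocytes, at percentile 0.29 of the random lists, and of 0.51 log2 in CD4+ T cells, where camera gave adjusted p = 0.0496, adjusted p = 0.798 with an estimated correlation, and the opposite direction without the arrays numbered 3 (adjusted p = 0.854). The Ras pathway list had a median of 0 in thymocytes and -0.14 log2 in CD4+ T cells (camera adjusted p = 0.641). The thymocyte medians rest on single mice. They compare arrays on 1 common centre, while the CD4+ medians compare changes from the separate unstimulated baselines of each genotype. A difference of sides between the cell types therefore does not show opposite levels.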

A high degree of overlap between the functional annotation categories from the separate sets of microarray experiments was somewhat unexpected, given the low level of commonality between the individual genes that were differentially regulated by N-ras in the two experiments. The fact that many of the same pathways were regulated by N-ras in two very different cellular contexts was noteworthy, because it suggests that these pathways are of fundamental importance in N-ras signaling in immune cells.

### Validation of Candidate Genes from the RNA Differential Display Comparisons between WT and N-ras KO in TCR-stimulated CD4^+^ T-cells

To test the 31 candidate genes from the second microarray experiment further, we first determined the pattern of expression of each of the candidates in a qRT-PCR-based comparison between WT *vs.* N-ras KO CD4^+^ T-cells transduced with empty vector (MIGR1). Any candidate genes that did not exhibit a similar pattern of expression in the qRT-PCR-based [WT + MIGR1] *vs.* [KO + MIGR1] comparison and in the microarray [WT + stimulation] *vs*. [KO + stimulation] comparison were ruled out for further testing. In order to replicate the stimulus paradigm that was used in the microarray, the transduced CD4^+^ T-cells were stimulated overnight with 1 μg/ml α-CD3e and α-CD28 antibodies prior to RNA isolation. 

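In the paper's Table 3, 7 genes are analysed here. Lars2, the mitochondrial leucyl-tRNA synthetase, was 3.98-fold higher in the stimulated arrays labelled WT, at 1.25 ± 0.22 log2 (SD, n = 3) against -0.75 ± 0.05 in N-ras KO. Its other Table S5 probe set was 1.95-fold higher, at an average raw intensity of 21.2 in that table. Ncl, the nucleolar protein nucleolin, was 3.02-fold higher, with 1.56 ± 0.26 log2 against -0.03 ± 0.20. The endocytic regulator gene Ehd1 was 4.20-fold and 3.49-fold higher on its 2 Table S5 probe sets. The splicing regulator gene Mbnl3 was 3.77-fold higher and Glmn, an inhibitor of a ubiquitin ligase, 3.27-fold. Lower in WT were Dntt, the terminal transferase, at -2.28 ± 1.64 log2 against 1.28 ± 0.99, and the sulfotransferase gene Chst1 at -0.96 ± 0.63 log2 against 0.41 ± 0.54. limma's adjusted p ranged from 0.488 for Ncl to 0.641 for Ehd1. The study chose these probe sets on the same arrays. The probe set annotated as Chst1 had an average raw intensity of 106, under the paper's bound of 150, but carries no symbol in Table S5. There the symbol Chst1 stands beside a probe set annotated as Eef1akmt1, 4.09-fold higher in WT, with an average raw intensity of 838. The paper's Table 3 gives Chst1 a fold change of 4, opposite to the direction of the probe set annotated as Chst1. On probe sets outside Table S5, Lars2 differed by -0.21 log2, Ncl by 0.05 to 0.58 log2, Ehd1 by -0.31 and 0.98 log2 and Mbnl3 by 0.34 and 1.02 log2. With an exact test 3 arrays against 3 cannot reach a p below 0.1. After stimulation Lars2 was 1.17 log2 and Ncl 1.42 log2 higher in the arrays labelled WT.

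**Figure D2:**
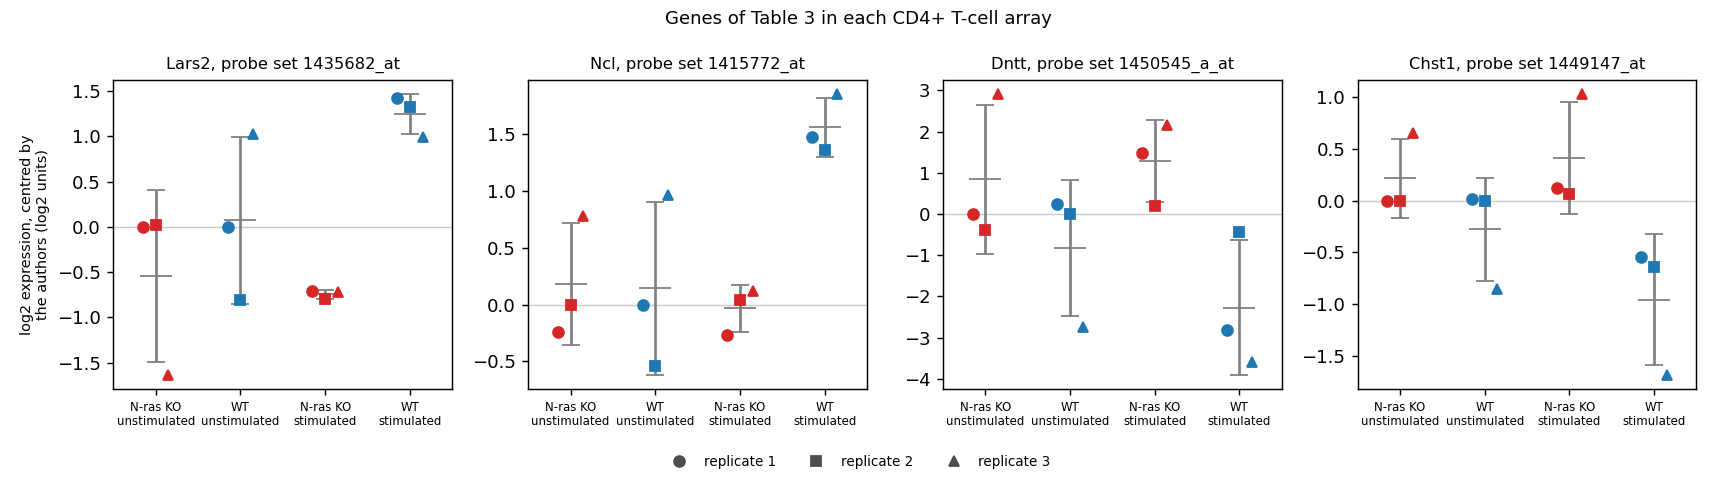
Log2 expression, centred by the authors, of Lars2, Ncl, Dntt and Chst1 in the 12 CD4+ T-cell arrays. Points are arrays, with shape giving the replicate number and colour the genotype on the label (blue WT, red N-ras KO), and the grey bar and whiskers give the mean and SD of 3 arrays. In the stimulated groups Lars2 sits at 1.25 in WT and -0.75 in N-ras KO, and Chst1 at -0.96 and 0.41.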

The eight candidate genes that exhibited a similar pattern of regulation in the microarray comparison and in the qRT-PCR comparison between [WT + empty vector] and [KO+ empty vector] transduced T-cells are indicated in Table 3.

**Table 3:** Properties of eight candidate genes that were tested in qRT-PCR-based validation experiments.

F.C.	*p*-value (T test)	Genename	Gene title	Functional annotation categories/ proposed function	Avg. ab s. expr.	Med. abs. expr.
4.17	0.0283	Ehd1	EH-domain containing 1	signal transduction, vesicle mediated transport	319	391
4	0.0471	Chst1	carbohydrate (keratan sulfate Gal-6) sulfotransferase 1	sulfotransferaase/transferase activity, metabolic processes, inflammatory response	885	837
4	1.10E-04	Lars2	leucyl-tRNA synthetase, mitochondrial	ATP/nucleotide binding, ligase activity, aminoacylation and translation	751	747
3.7	0.0193	Mbnl3	Muscleblind-like 3 (Mbnl3, Drosophila homolog)	ion and nucleic acid binding, RNA splicing, mRNA processing	401	382
3.45	0.0298	Slc9a6	solute carrier family 9 (sodium/hydrogen exchanger), member 6 (Slc9a6)	Antiporter activity	282	270
3.03	0.0011	Ncl	nucleolin	nuclear associated – DNA/RNA binding	575	599
3.23	0.023	Glmn	glomulin, FKBP associated protein	vasculogenesis, negative regulation of T cell proliferation, regulation of cytokine secr.	231	240
0.09	0.0326	Dntt	deoxynucleotidyltransferase, terminal	permanently silenced during transition from immature to mature thymo with TCR signaling	166	181

For each of the candidate genes, the fold change (F.C.), *p*-value, gene name, gene title, functional annotation category/proposed function, average absolute expression values in the raw microarray data, and median absolute expression values in the raw array data are listed.

The goal of the second round of qRT-PCR validation experiments was to further test the candidate genes by performing a rescue experiment. The assumption behind these experiments was that if a candidate gene was truly regulated by N-ras, then over-expression of WT N-ras in N-ras KO CD4^+^ T-cells should rescue the expression pattern of these genes, whereas over-expression of WT H-ras in N-ras KO CD4^+^ T-cells should not be able to rescue the expression pattern of these candidates (see Figure 3). The second round of validation experiments included qRT-PCR reactions that were performed with cDNA derived from either N-ras KO CD4^+^ T-cells transduced with either MIGR1-N-ras or MIGR1-H-ras. To recapitulate the [WT] *vs.* [N-ras KO] comparison made in the initial microarray analysis, qRT-PCR data comparisons between the [KO + WT N-ras] and [KO + WT H-ras] conditions were made.

Of the eight strong candidate genes that were tested in the second round of qRT-PCR-based validations, four genes had expression patterns that were similar to what had been seen in both the microarray experiments and in the empty vector control transduction experiments (see Figure 4). The other four candidate genes either exhibited patterns of expression in the N-ras transduction experiments that were not consistent with their expression patterns in the microarray and in the empty vector transduction experiment, or were found to be unchanged in the [KO + WT N-ras] *vs*. [KO + WT H-ras] q-RTPCR-based comparison. The four validated candidates were: *Slc9a6*, which encodes for NHE6, a transmembrane domain Na^+^/H^+^ ion exchanger; *Dntt*, which encodes for the Tdt enzyme, which adds nontemplate nucleotides to splice junctions during V(D)J recombination of B-cell and T-cell receptors; *Chst1* which encodes for the enzyme CHST1 (carbohydrate sulfotransferase 1), a Golgi-localized, transmembrane domain sulfotransferase that modifies lipids and proteins through sulfonation; and *Lars2*, which encodes for the LARS2 (human leucyl-tRNA synthetase 2, mitochondrial) enzyme, which had been shown to catalyze the charging of mitochondrial tRNA^Leu(UUR)^ with leucine during mitochondrial-specific protein synthesis. The potential functional relevance of these genes is explored at greater length in the Discussion.

**Figure 4:**
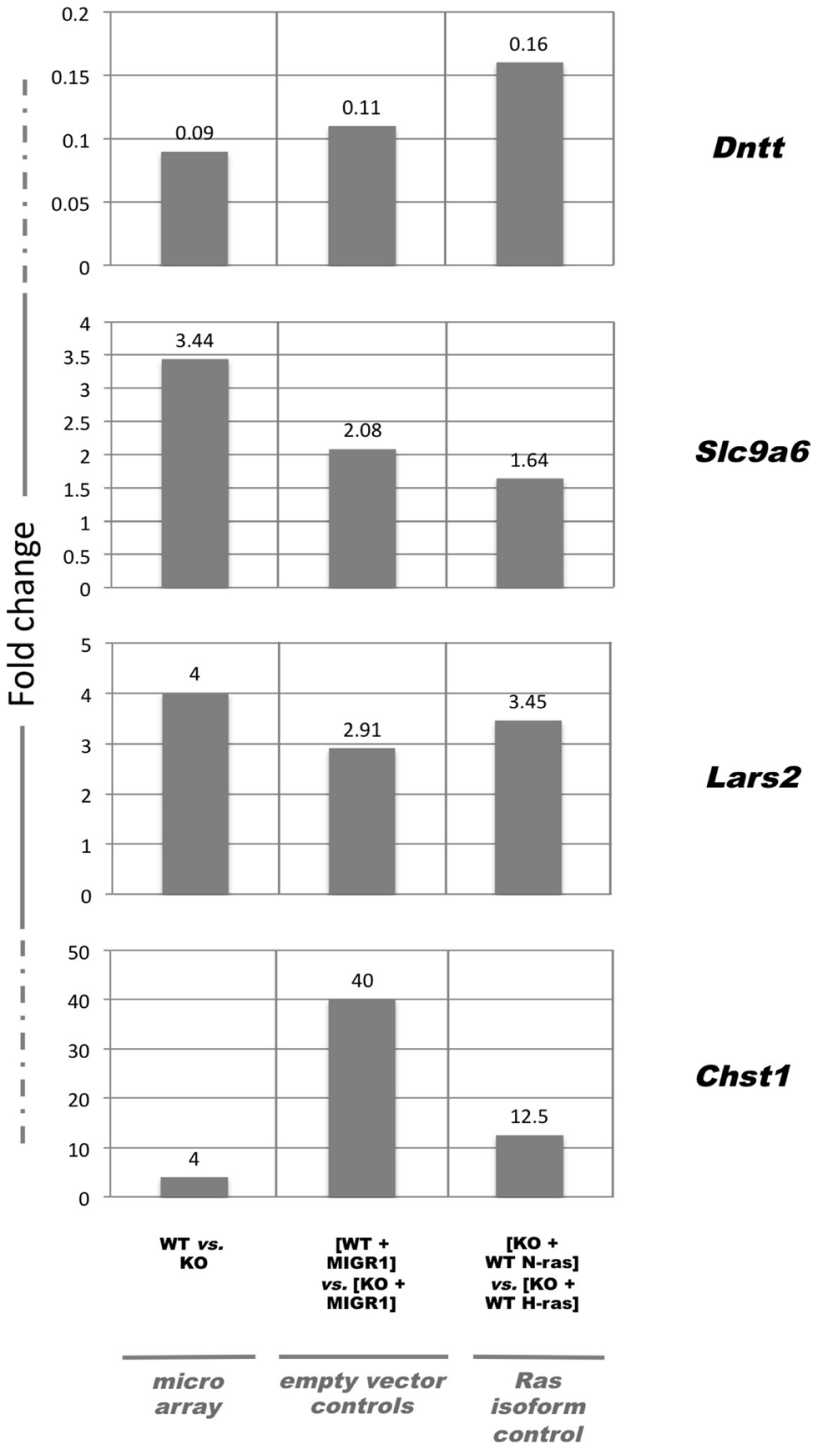
Four of the candidate genes from the second set of microarray experiments exhibited similar patterns of expression in the microarray, in the empty vector controls, and in the Ras isoform transduction validations. Graphical representation of the fold-changes for *Dntt, Slc9a6*, *Lars2*, and *Chst1* in the microarray, in the empty vector control experiments and in the Ras isoform transduction validation experiments. For each candidate gene, the fold change in the [WT] *vs.* [KO] microarray comparison, in the [WT + MIGR1] *vs.* [KO + MIGR1] empty vector control experiment, and in the [KO + WT N-ras] *vs.* [KO + WT H-ras] and [KO + WT N-ras] *vs.* [KO + N-ras-Palm*H*] Ras isoform transduction validation experiments are shown. The entire experiment, from RNA analysis through cDNA synthesis and microarray hybridization, was repeated three times, and for each repetition of the experiment, RNA was isolated from a different mouse. The relevant data were normalized to the [KO + MIGR1] condition.

In order to test the hypothesis that the palmitoylation state of the Ras isoform determines their transcriptional specificity, the second group of validation experiments included qRT-PCR reactions performed with cDNA derived from N-ras KO CD4^+^ T-cells transduced with the MIGR1-N-ras-Palm*H* over-expression construct. From a palmitoylation state perspective, N-ras-Palm*H* is similar to WT H-ras, and the [KO + WT N-ras] *vs.* [KO + N-ras-Palm*H*] qRT-PCR data comparison was therefore similar to the [WT] *vs.* [KO] comparison that was made in the microarray (see Figure 3). The four validated candidate genes also exhibited patterns of gene regulation in the [KO + WT N-ras] *vs.* [KO + N-ras-Palm*H*] comparison that were similar to the patterns of gene regulation that had been seen in the microarray, in the empty vector validation experiments, and the rescue experiments that utilized the WT N- and H-ras expression constructs (data not shown).

## Discussion

One of the findings of the current study is that N-ras and H-ras regulated different sets of transcripts in immune cells. Previous results from our laboratory [14], [22] showed that there were differences in the activation of ERK, AKT and other downstream signaling components in immune cells in the presence and absence of N-ras; specifically: the levels and kinetics of AKT, ERK and JNK activation were shown by Western blotting to differ between WT and N-ras KO thymocytes [14]. A more recent study by our group also demonstrated that there were differences in the levels of ERK activation between low-level TCR stimulated Jurkat T-cells that overexpressed WT H-ras and that overexpressed WT N-ras [22]. The differential activation of downstream signaling components, such as: ERK, AKT and JNK, by N-ras and H-ras could partly explain the different gene regulation patterns of the two Ras isoforms in immune cells.

There are two of previous results from our group that are worth discussing in light of the results of the current study. The first is the observation that endogenous H-ras is expressed at much lower levels than endogenous N-ras in Jurkat T-cells and in other T-cell lines [22]. Earlier studies from our group have also demonstrated that H-ras mRNA is expressed at lower levels in both the spleen and thymus than mRNA for N-ras [1]. We do not believe that the differential expression level of H-ras and N-ras can account for the differential pattern of gene regulation that we observed for the two Ras isoforms in immune cells. In previous studies, when H-ras was overexpressed in Jurkat T-cells, activation of H-ras at the Golgi in response to a low-level TCR stimulus was not observed [22]. This result implies that other factors, such as differential membrane compartmentalization, might be responsible for the preferential Golgi activation of N-ras that was seen previously, and might also explain the differential pattern of gene regulation that we observed for the Ras isoforms in the current study.

The second observation that is worthy of comment is that a small but significant difference was previously seen in the size of particular immune cell populations in the thymus and in the spleen of N-ras KO mice [14]. Although differences in the size of some immune cell populations were found in the KO mouse, the size of the CD4^+^CD8^−^ splenocyte population was the same in KO and WT mice [14]. Since CD4^+^ T-cells were used for the second set of microarray experiments in this study, we would not expect to have differences between WT and KO mice that would have impacted our results.

In an earlier study, Santos' group [24] had examined the gene expression profiles in N-ras KO and H-ras KO mouse embryonic fibroblasts (MEFs); a comparison of our results to theirs revealed a number of key differences. First, we found that many more genes were differentially regulated by N-ras and by H-ras than was seen by Santo's group; this might reflect a larger role for the Ras proteins in immune cells as opposed to fibroblasts. Rather than the large differential between the numbers of genes differentially regulated by H-ras and N-ras that Santos' group observed, we found that similar numbers of genes were differentially regulated by N-ras and by H-ras in thymocytes and stimulated CD4^+^ T-cells. In our experiments, there was also an even split between the numbers of genes that were upregulated and that were downregulated by N-ras in both types of immune cells, which is in contrast to Santo's results, where most of the genes differentially regulated by N-ras were downregulated. It is possible that the differences in N-ras- and H-ras-specific transcriptomes between the two studies could be attributed to Ras isoforms playing different roles in immune cells than they do in MEFs, but we can also not rule out that the differences between the results of the two studies could be due to differences in the way the individual microarray experiments were conducted or were analyzed.

We also compared the genes that were differentially regulated by N-ras and H-ras in Santo's study [24] to the genes that we found to be differentially regulated by N-ras and by H-ras in thymocytes. There was little overlap between the differentially regulated genes between the two studies; the handful of genes that were differentially regulated by N-ras and H-ras in both MEFs and in immune cells belonged to ‘general’ cellular pathways such as: signal transduction, cellular transport, or cell cycle regulation.

It is important to note that in the Ras isoform transduction validation experiments, the over-expression of singly palmitoylated, WT N-ras in a N-ras KO T-cell background was able to ‘rescue’ the expression pattern of the four candidate genes, whereas the over-expression of doubly palmitoylated WT H-ras or the doubly palmitoylated N-ras-Palm*H* mutant was not able to recue the expression pattern of downstream genes in these cells. This result extends the observations from a previous study by Perez de Castro, et al. [22], in which it was shown that the palmitoylation state of the Ras isoform determined both their ability to be activated at the Golgi by a low-level TCR stimulus as well as determining the ability of the Ras isoform to elicit downstream signaling in response to a low-level TCR stimulus. In addition, the results of the rescue experiment also integrate well with previous results from our laboratory (Lynch SJ, *et al*., manuscript in preparation) in which it was shown that the palmitoylation state of the Ras isoform determines both their Golgi membrane localization pattern, as well as the ability of the Ras isoform to regulate the expression of specific genes in T-cells in the context of a low-level TCR stimulus.

### Potential Immune Cell Specific Functions of the Four Genes Downstream of N-ras in Stimulated CD4^+^ T-cells

In our second set of microarray experiments, T-cells were consistently treated overnight with a low-level TCR stimulus (1 μg/ml α-CD3e and α-CD28 antibodies) prior to RNA isolation. In order to extrapolate on potential functional roles of the four genes that we found to be differentially regulated by N-ras in this cellular context, it is important to keep in mind the physiological relevance of a low-level TCR stimulus. It has been shown that developing T-cells encounter stimuli that elicit a low-level TCR response during two cellular processes: during positive selection in the thymus, where cells that respond to the presentation of self MHC as if it were a low-level TCR stimulus are selected for survival [25]; and during T-cell affinity maturation in the periphery, where T-cells that respond to antigen stimulation as if it were a low level stimulus (low affinity T cell clones) are actively eliminated through apoptosis [26].

The product of the *Slc9a6* gene is NHE6, a Na^+^/H^+^ ion exchanger that localizes to sorting/recycling endosomes, where it functions in apical surface protein recycling and sorting through a fine-tuning of the luminal pH of the endosomal compartment [27], [28]. In clinical populations, point mutations of *Slc9a6* that target NHE6 for increased degradation are associated with aberrant glutamate/glutamine recycling in polarized neurons, which is believed to contribute to Angelman syndrome-like X-linked mental retardation [29], [30]. The function of NHE6 in lymphocytes is presumably similar to its function in other cell types, although the identity of the proteins whose membrane recycling might be altered by N-ras-induced upregulation of NHE6 expression are not known. It is tempting to speculate that N-ras-mediated induction of *Slc9a6* could be a mechanism for N-ras to regulate either its own PM or Golgi membrane expression or to regulate the localization of membrane proteins associated with T-cell positive selection, such as: components of the TCR receptor or the co-stimulatory receptor complexes.

The *Chst1* gene encodes for the enzyme CHST1 (carbohydrate sulfotransferase 1), a Golgi-localized, transmembrane domain sulfotransferase that sulfonates specific O-linked carbohydrate side chains on lipids and proteins [31], [32]. One well-studied class of proteins modified by CHST1 are the ligands for the L-selectin receptor. The expression of L-selectin receptors are induced on vascular endothelium and on arrested immune cells at sites of tissue inflammation, and cells expressing L-selectin receptors have been shown to serve as docking sites for circulating leukocytes that express cognate L-selectin ligands [33]–[35]. It has been proposed that immune cells expressing L-selectin ligands can induce the subsequent arrest of further circulating immune cells that express L-selectin receptors, thereby amplifying the number of effector cells accumulating at sites of inflammation [34]. We hypothesize that the upregulation of *Chst1* by N-ras might be important for upregulating the expression of functional L-selectin ligands. In this fashion, T-cells that exhibit a low reactivity for self MHCs during T-cell positive selection might not only receive survival signals, but at the same time, might become primed for the effector functions that they will ultimately perform in the periphery.

The *Lars2* gene encodes the LARS2 enzyme (human leucyl-tRNA synthetase 2, mitochondrial), which catalyzes the charging of mitochondrial tRNA^Leu(UUR)^ with leucine during the synthesis of mitochondrial-specific proteins. Altered expression of *Lars2* has been linked to a number of disease states in human populations [36], [37]. Affinity maturation-induced apoptosis of T-cells involves the induction of mitochondrial-specific proteins from the mitochondrial respiratory chain (MRC)-dependent apoptotic pathway, such as: cytochrome *c* oxidase subunit II (COXII) [38], [39]. It is possible that the low-level TCR stimulation paradigm that we used mimics the T-cell signaling that occurs during affinity maturation-induced apoptosis, and an increased induction and expression of the LARS2 enzyme might therefore be responsible for an increased tRNA processing of mitochondrial-specific pro-apoptotic factors, such as COXII.

The *Dntt* gene encodes for the Terminal deoxynucleotidyl transferase (Tdt) enzyme, which catalyzes the addition of non-template nucleotides during V(D)J recombination of the B-cell receptor (BCR) and the TCR during B-cell and T-cell maturation [40]. During the transition from double positive (DP: CD4^+^, CD8^+^) to single positive (SP: CD4^+^CD8^−^ or CD4^−^CD8^+^) thymocytes, *Dntt* is one of several genes, including: *Rag1, Rag2,* and *CD4,* whose expression is epigenetically silenced [41]–[43]. Given the early inactivation of *Dntt*, it was not clear to us how N-ras could be downregulating the expression of *Dntt* in mature, T-cell splenocytes following a low-level TCR stimulation. We initially entertained the possiblity that N-ras might be important for some aspect of the maintenance of silencing of *Dntt* in these cells, however, we later realized that our preliminary analysis of the microarray data did not rule out the possibility that N-ras could be playing a role in the downregulation of *Dntt* at earlier time points, perhaps even during the DP to SP thymocyte transition. 

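Dntt differed between the stimulated groups by -3.55 log2 in WT minus N-ras KO on its Table S5 probe set (standard error 1.13, adjusted p = 0.564 from limma) and by -1.93 log2 on another (standard error 1.40). Leaving out the arrays labelled N-ras KO 3 and WT 1, whose Nras goes against the labels, gave -2.85 log2 on the first. Without the arrays numbered 3 it was -2.46 log2 on the first and -0.23 log2 on the other. The paper names Rag1, Rag2 and Cd4 among the genes silenced with Dntt. Rag1 differed by -0.33 log2, Rag2 by -0.45 log2 and Cd4 by 0.64 log2, with adjusted p of 0.952, 0.674 and 0.750 from limma. As the cells were sorted by CD4, Cd4 is no check of silencing in them. Relative to the other arrays of its genotype, a Rag1 probe set was at 3.02 log2 in N-ras KO 3 and -2.41 log2 in WT 3. The other Dntt probe set was at 2.80 and -3.36 log2 by this measure, a mean over both states. In unstimulated cells the single arrays of the first probe set read 0, -0.39 and 2.91 log2 with the N-ras KO label and 0.24, 0 and -2.73 log2 with the WT label. As the unstimulated median of each genotype was set to 0 in these values, they cannot show a difference between the unstimulated genotypes. In WT minus N-ras KO the response of Dntt to stimulation differed by -1.88 log2 (standard error 1.59).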

A reexamination of the raw microarray data revealed that *Dntt* was not only downregulated by N-ras in the comparison between the [WT + stimulation] and [N-ras KO + stimulation] conditions, but was also similarly downregulated by N-ras in the comparison between the [WT without stimulation] and [N-ras KO without stimulation] conditions. The fact that *Dntt* was downregulated by N-ras regardless of the TCR stimulation state of the cell, left open the possibility that N-ras is important for downregulating *Dntt* expression at an early time point. Our results are therefore consistent with N-ras playing either direct or indirect roles in the establishment *Dntt* locus silencing, although we can not rule out that N-ras regulates later aspects of the heritable maintenance of *Dntt* silencing, i.e. through the regulation of CpG methylation of the *Dntt* locus.

## Supporting Information

Protocol S1 **Protocol Used for the Retroviral Transduction of CD4^+^ T-cells.**
(DOCX) Click here for additional data file.

Table S1 **Forward and reverse primer sets used for each of the 31 candidate genes tested in qRTPCR-based validation experiments.**
(TIF) Click here for additional data file.

Table S2 **Properties of the thirty-one candidate genes that were further tested in qRT-PCR-based validation experiments.** For each of the thirty-one genes, the fold change (F.C.), *p*-value, gene name, gene title, functional annotation category/proposed function, average absolute expression values in the raw microarray data, and median absolute expression values in the raw array data are listed. Note that the eight candidate genes that exhibited similar expression patterns in the WT *vs*. KO microarray comparisons and the qRT-PCR-based, empty vector control validation experiments are indicated in bold.
(XLSX) Click here for additional data file.

Table S3 **(A) 303 genes that were differentially regulated by N-ras in unstimulated thymocytes in a comparison between [WT] vs. [N-ras KO] microarray data sets.** For each gene, the gene symbol, gene title, direction of regulation, fold change (F.C.) of regulation, Genbank accession #, and Affymetrix Probe ID are listed. Note that bold-faced font indicate genes that were also differentially regulated by N-ras in the same cellular context. (B) List of transcripts that were differentially regulated by N-ras in unstimulated thymocytes in a comparison between [WT] vs. [N-ras KO] microarray data sets that represent expressed sequence tags and cDNA and mRNA clones. Overall format of this table is the same as in (A).
(XLSX) Click here for additional data file.

Table S4 **(A) 367 genes that were differentially regulated by H-ras in unstimulated thymocytes in a comparison between [WT] vs. [H-ras KO] microarray data sets.** For each gene, the gene symbol, gene title, direction of regulation, fold change (F.C.) of regulation, Genbank accession #, and Affymetrix Probe ID are listed. Note that bold-faced font indicate genes that were also differentially regulated by N-ras in the same cellular context. (B) List of transcripts that were differentially regulated by H-ras in unstimulated thymocytes in a comparison between [WT] vs. [H-ras KO] microarray data sets that represent expressed sequence tags and cDNA and mRNA clones. Overall format of this table is the same as in (A)
(XLSX) Click here for additional data file.

Table S5 **1652 transcripts that were differentially regulated by N-ras (F.C. ≥1.5, p-value ≤0.05) in CD4^+^ T-cells in a comparison between [WT + stim.] vs. [N-ras KO + stim.] mRNA expression profiling data sets.** For each transcript, the gene symbol, gene title, fold change (F.C.) of regulation, direction of regulation, *p*-value, Entrez Gene #, median absolute expression values in the raw microarray data, average absolute expression values in the raw array data, and the Affymetrix Probe ID are listed.
(TIF) Click here for additional data file.

# Supplementary material for: In TCR-Stimulated T-cells, N-ras Regulates Specific Genes and Signal Transduction Pathways
**Source:** PLoS One. 2013 Jun 3;8(6):e63193. doi: 10.1371/journal.pone.0063193
**Supplement:** Protocol S1 — Protocol Used for the Retroviral Transduction of CD4+ T-cells.

**Supplementary Protocol 1**

**Protocol Used for the Retroviral Transduction of CD4^+^ T-cells**

Effectene transfection reagent (Qiagen) was used to transfect 293T cells with either the MIGR1, MIGR1-N-Ras or MIGR1-H-Ras expression vectors and a psi ecotropic packaging vector. At 48 hours post-transfection, the retroviral supernatant was isolated, and was filtered through a 0.45 μm filter (Millipore) before being used to infect CD4^+^ T-cells (see below). CD4^+^ T-cell splenocytes were isolated from WT and N-ras KO mice following the protocol described above. CD4^+^ T-cells were spun down and resuspended in T-cell growth media supplemented with 1 μg/ml of purified hamster anti-mouse CD28 antibody and 0.2 μg/ml of purified hamster anti-mouse CD3e antibody, and were plated onto 24-well plates that had previously been coated with goat IgG fraction to hamster IgG. For these experiments, 1 x 10^7^ cells were plated out per experimental condition, with 5 x 10^5^ cells being added per well of a 24 well plate. The CD4^+^ T-cells were incubated at 37^o^C/5% CO_2_ overnight.

Following an overnight incubation, CD4^+^ T-cells were infected with retroviral supernatant via spin infection at 2,500 rpm for 2 hours. Following the spin infection, the pelleted cells were resuspended in T-cell growth media, and were incubated for 48 hours at 37^o^C/5% CO2. Infected cells were then isolated by sorting for GFP in a MoFlo cell sorter. The GFP^+^ transduced cells were resuspended in T-cell growth media supplemented with 1 μg/ml of anti-mouse CD3e and CD28 antibodies, and were incubated overnight in at 37^o^C. The next day, the infected CD4^+^ T-cells were homogenized using Trizol reagent, and total RNA was isolated from these cells using the protocol described in the Material and Methods.

How the deposited data were processed for this re-analysis (not part of the article)

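Expression was measured on Affymetrix arrays in CD4+ T cells of WT and N-ras KO mice, with and without TCR stimulation (4 groups of 3 arrays), and in thymocytes of 1 WT, 1 N-ras KO and 1 H-ras KO mouse. The paper's methods name 1 array type for all experiments, while the values have 45101 probe sets for the CD4+ T cells and 22690 for the thymocytes.

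The authors deposited log2 expression values. According to the methods and the submitters' processing notes, they were made with RMA (RMA-16 in GeneSpring), quantile normalization and a baseline transformation to the median of control samples; the submitters' notes name RMA without a version. In the values as deposited, the unstimulated arrays of each genotype have a median of 0 on every probe set of the CD4+ T cells, and the 3 thymocyte arrays have a median of 0 on every probe set. The values thus hold differences and no brightness. The comparison of unstimulated WT with unstimulated N-ras KO cells is void for that reason, and neither the planned filter on dim probe sets, the choice of the brightest probe set per gene, nor a smoothing by brightness could be run. For gene lists, 1 probe set per gene was taken by its type and then its ID. Counts of genes use every probe set with 1 gene, so that a gene counts where any of its probe sets does.

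Probe sets were named through GEO's platform annotation, and older symbols through a RefSeq table of GRCm38.p6. Genes that it does not list are not analysed here. The test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) over all 12 CD4+ T-cell arrays and 45101 probe sets, with Benjamini-Hochberg adjustment and a threshold of 0.05. The contrasts were WT minus N-ras KO in stimulated cells, the response to stimulation in each genotype, and the difference of these responses. Counts at the study's thresholds use an unadjusted p of 0.05 and 1.5-fold. The methods' t-test was run on the same values. Thymocytes were compared by fold only.

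Before the data were examined, 30 gene lists were fixed, of which 29 could be tested. They cover Ras signaling, T cell activation and identity, metabolism and stress, chromatin, markers of other cell types, sex-linked genes, neighbours of Nras and Hras, and the genes that the paper names. Some of the other lists also hold genes that the paper names from these arrays, and are not fully independent of them. Lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation. In thymocytes the median of a list was set against 10000 random lists, which compares genes within single arrays and is no test between mice. The genes named in the text were fixed by rule: those the paper names in its results, discussion and Tables 1 to 3, up to 10 per direction and contrast with the largest difference at an unadjusted p of 0.05, 1.5-fold and groups that do not overlap, since none passed the adjusted threshold, up to 4 members of each list with the smallest p, and Nras. The rule also asked for brightness above the median, which the values do not allow. The paper's tables had been seen by then.

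The numbers of the replicates were checked for pairing before the fits were compared. Stimulated and unstimulated arrays with the same number within a genotype deviated together, with correlations of 0.361, 0.394 and 0.626 for N-ras KO and 0.458, 0.447 and 0.738 for WT, and the paper says of their source both that the sorted cells were divided into stimulated and unstimulated ones and that a different mouse was used for each condition. Arrays with the same number in different genotypes did not, with correlations of -0.234, -0.266 and -0.621 between the unstimulated arrays. A block by number within each genotype was therefore added after the data were seen, beside the planned block by number.

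The fit was tested on simulated data with the spread of the real arrays, in which 50 probe sets per size were changed. For the stimulated WT and N-ras KO comparison over 45101 probe sets, the adjusted threshold recovered 1, 25, 41 and 45 of the 50 changed by a log2 of 1, 2, 3 and 4, and the study's thresholds recovered 30, 47, 49 and 50. Of 44901 unchanged probe sets, 5 passed the adjusted threshold and 1904 the study's thresholds. These data were neither centred nor correlated between arrays. Noise that was centred as the deposited values are, with arrays of 1 number and genotype correlated, gave limma a mean of 3033 probe sets at the study's thresholds, against 3112 in the real arrays. Alternatives set before the data were examined were the t-test, a fit of 2 groups, a replicate block, quantile normalization, centring of arrays, array quality weights, a trend in eBayes, the removal of cross-hybridizing probe sets and leaving out each array. Those added later are 1 probe set per gene by type and ID, leaving out the arrays labelled N-ras KO 3 and WT 1, leaving out the arrays numbered 3, and the block within genotype.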

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

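The tests of exchanged labels and of the centring as a source of the Nras levels, the count of genes with 3 probe sets, the comparison of probe set pairs with other replicates, the 3' and 5' controls, H2-D1, the splits that part pairs, the block within genotype and the settings that leave out the arrays numbered 3 or those labelled N-ras KO 3 and WT 1 were chosen only after the results were seen.

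The response to stimulation differed between the genotypes in the neutrophil granule list, by limma's fit and camera (adjusted p = 0.00123, 14 of 15 genes lower in the WT response, median -1.18 log2; adjusted p = 0.986 with an estimated correlation). Leaving out 1 array ended this call for WT unstimulated replicate 1 (adjusted p = 0.176), N-ras KO stimulated replicate 1 (0.197) and WT stimulated replicate 2 (0.190). Chil3 differed by -3.37 log2, Ctsg by -2.56 log2 and Ltf by -1.89 log2, none past an adjusted p of 0.05. In N-ras KO cells the list was higher after stimulation (camera adjusted p = 0.00894, 13 of 15 genes; adjusted p = 0.919 with an estimated correlation). CD4+ selection would remove neutrophils, and the list is made of their genes.

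The paper set aside the genes that stimulation changed, and in the response to stimulation, tested over all genes, the following lists shifted. In cells labelled WT they were T cell activation (camera adjusted p = 7.38e-16), immediate early genes (0.000181), ribosome biogenesis (0.000181), B cell (0.00660), cell cycle (0.00896), heat shock (0.0306), macrophage and dendritic cell (0.0414) and interferon response (0.0444). In cells labelled N-ras KO they were T cell activation (4.63e-05), immediate early genes (0.000489) and neutrophil granule. With an estimated correlation none of these passed, the smallest adjusted p being 0.0968. Without WT unstimulated replicate 1, the WT calls other than T cell activation and immediate early genes were lost. Of the B cell genes, 18 of 22 were higher after stimulation in WT, and in N-ras KO the list reached a camera adjusted p = 0.00104 with a replicate block within genotype against 0.163 without it and adjusted p = 0.919 with an estimated correlation. With that block the WT response no longer held interferon response (0.0956) or macrophage and dendritic cell (0.111) and gained oxidative phosphorylation (0.0332), and the difference of responses gained ribosome biogenesis (0.00970) and heat shock (0.0259). With an estimated correlation and without the block, oxidative phosphorylation in the WT response was at an adjusted p = 0.956. Ribosome biogenesis and heat shock in the difference of responses were each at an adjusted p = 0.986 in that way.

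The Nras levels of the CD4+ T-cell arrays did not follow their labels. The arrays labelled N-ras KO 3 lay above, and those labelled WT 1 below, the other arrays of their genotype on all 3 probe sets, by at least 0.966 log2 as a mean over both states, as an exchange of these arrays would give, although on 1 of the probe sets the stimulated WT 1 array of Nras was not below WT 3 (-0.14 and -0.19 log2). An exchange would set genes that differ by genotype in opposite directions on N-ras KO 3 and WT 1. Across all probe sets the deviations of N-ras KO 3 and WT 1 ran in the same direction (r = 0.492). This does not decide, since those of WT 1 are taken partly against WT 3, which deviated against N-ras KO 3. The centring is argued against, since the N-ras KO 3 arrays differed from the other N-ras KO arrays by 1.58 log2, which centring cannot alter. Noise between mice cannot be told apart, since 556 other probe sets passed the smallest single Nras deviation (0.230 log2) on these arrays in both states, while of 2366 genes with 3 probe sets only 4 others did so on all 3. No biological explanation was tested, as the design gives none for single mice.

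The arrays numbered 3 deviated in opposite directions in the 2 genotypes (r = -0.685 across probe sets), and 4844 probe sets lay at least 1 log2 apart in opposite directions. An exchange of N-ras KO 3 with WT 3 is argued against by Nras, which was only -0.238 log2 in WT 3 relative to WT 2. RNA amplification or quality cannot be told apart, since pairs of probe sets of the same gene correlated at r = 0.163 on the N-ras KO 3 arrays across 6622 genes but hardly higher on the other replicates (0.177 to 0.230), although 3' minus 5' controls stood highest in N-ras KO 3 (Actb 0.27 and Gapdh 0.45 log2 without stimulation, 0.46 and 0.48 with it) and lowest in WT 3 (-0.41 and -0.71 log2 without, -0.41 and -0.82 with it). A strain variant cannot be told apart. Of the 200 most opposite genes, 10 fell in 1 window of 5 Mb, on chromosome 17. Random draws gave 6 at the 95th percentile, and the prediction asked for at least 3 times that. Several probe sets of the histocompatibility gene H2-D1, however, read as different haplotypes would give. Without stimulation they were at -6.08, -5.86 and -6.62 log2 in N-ras KO 3 and 7.09, 6.22 and 7.18 log2 in WT 3. Others were at -5.88, -5.21 and -5.67 log2 in N-ras KO 1. All of these kept their signs with stimulation. Further H2-D1 probe sets did not show this, at -0.29 and 0.10 log2 in N-ras KO 3. No biological explanation was tested.

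The count of probe sets at the study's thresholds between the stimulated groups is near what centred noise gives. With no effect of genotype or stimulation, noise of the observed size, centred as the deposited values are and with arrays of 1 number and genotype correlated at r = 0.504, gave a mean of 1982 probe sets by the methods' t-test (1887 to 2092 in 20 draws), against 1840 in the real arrays. Without centring the noise gave 1266, and in limma the centred noise gave 3033 against 3112 in the real arrays. This does not show which of the 1840 differ for another reason, and genotype stays open as an explanation for single genes. Whether the arrays numbered 3 set the count cannot be told apart, since the share of Table S5 probe sets that keep their direction without them was 1, and these probe sets were chosen on the same arrays.

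The 10 splits of 3 arrays against 3 are too few for a share under 0.05. Past an adjusted p of 0.05, limma gave 0 probe sets between the stimulated groups in the real split, with 3427 at an unadjusted p under 0.05 and none past adjustment by the methods' t-test, and 1 in the highest other split. The real value and the highest other were 0 and 0 for the unstimulated groups, where limma gave 0 at an unadjusted p under 0.05 too, and 0 and 0 for the WT response (520 at an unadjusted p under 0.05). They were 0 and 10 for the N-ras KO response (1162 at an unadjusted p under 0.05) and 0 and 0 for the difference of responses (586 at an unadjusted p under 0.05). At the study's thresholds they were 3112 and 4498 in limma and 1840 and 3297 in the t-test, with 2 of 10 splits as large in each. The split with 4498 sets N-ras KO 1 and 2 with WT 3 against the rest. For the count of lists they were 6 and 7 between the stimulated groups and 8 and 10 in the WT response (4 of 10 splits as large in each), 3 and 7 in the N-ras KO response and 1 and 2 for the difference of responses (5 of 10 splits as large in each). In the WT response at the study's thresholds, other splits gave up to 2849 probe sets against the real 469, and in the N-ras KO response up to 5031 against 1057, which points to a structure of the samples other than stimulation. The splits with these counts keep pairs of same-numbered arrays together, which deviate alike, and so set replicate against replicate. Of the 4 splits that part all 3 pairs, also too few for a share under 0.05, the real one and the highest other gave 469 and 409 probe sets and 8 and 2 lists in the WT response, and 1057 and 923 probe sets and 3 and 1 lists in the N-ras KO response.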

How the results depend on the processing

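The 1 probe set per gene, the sets of arrays left out together and the block within genotype were chosen after seeing the data, and the cause of each change below was not tested. The unstimulated comparison is void by centring, and says nothing about stability. Between the stimulated groups, the probe sets at the study's thresholds went from 3112 to 1840 with the methods' t-test, 1905 with quantile normalization, 1130 with 1 probe set per gene, where fewer probe sets are tested, and 5129 without the arrays numbered 3. Leaving out each array gave 2436 (without WT stimulated replicate 3) to 3861 (without N-ras KO stimulated replicate 2), and the replicate block gave 2967. Past an adjusted p of 0.05, limma gave 0 (3427 at an unadjusted p under 0.05), array quality weights 1 (Sbspon), and leaving out each array 0 to 13 (13 without N-ras KO stimulated replicate 3, 3 without replicate 2). The N-ras KO response gave 0 to 9 in the same way. The genes called were chosen after their values were seen and include Far2, Adarb2 and Mrpl57. For the WT response and the difference of responses, every array left out gave 0 in limma, as did all arrays (520 and 586 at an unadjusted p under 0.05).

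The number of lists past an adjusted p of 0.05 fell from 6, 8, 3 and 1 (stimulated groups, WT response, N-ras KO response, difference of responses) to 0 each with an estimated correlation. Without the arrays numbered 3 it was 1 between the stimulated groups, 4 in the WT response and 3 for the difference of responses. The difference of responses also gave 3 with the mean over all probe sets of a gene, 3 without the arrays labelled N-ras KO 3 and WT 1, and 3 with the replicate block within genotype, which adds ribosome biogenesis and heat shock. Leaving out each array gave 1 to 7, 2 to 10, 2 to 6 and 0 to 7. Reversed were the cell cycle (adjusted p = 0.601) and interferon response (0.854) lists between the stimulated groups without the arrays numbered 3, and interferon response in the WT response without WT stimulated replicate 3 (0.958, where leaving out each array gave 2.97e-05 to 0.958). The planned replicate block by number added the sex-linked list between the stimulated groups (camera adjusted p = 0.0162) and ended the call of macrophage and dendritic cell in the WT response (0.0542).

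In thymocytes, a 2-fold threshold left 185 of 599 probe sets against N-ras KO, 213 of 675 against H-ras KO and 100 of 291 in both, and 1 probe set per gene 270, 349 and 133. Of the values of named genes in CD4+ T cells under the alternatives, 2056 were the same, 210 weaker, 37 stronger and 0 reversed. Part of these genes were chosen for their differences on the same arrays, so a kept direction is not independent evidence. The filter on dim probe sets, the loess and the brightest probe set per gene were not run, since the values hold no brightness, so that what signal over background limits is known only for Table S5, which gives raw intensities: 1163 of its 1652 probe sets had an average under 150, the paper's bound for qRT-PCR.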

Differences from the paper's values

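In each case below the settings named were set before the data were examined unless stated. For the stimulated CD4+ T cells, limma gave 3112 transcripts at the study's thresholds, and the paper's value is 1848. The methods' t-test, quantile normalization, the removal of cross-hybridizing probe sets, and leaving out WT stimulated replicate 2 or 3 gave counts within 1.5 times the paper's value, and the other 15 of 20 settings did not. The t-test gave 1840. Of these transcripts 868 were removed as changed by stimulation in either genotype, and the paper's value is 196. Only the t-test (285) came within 1.5 times, and it gave 188 where the N-ras KO response alone was removed, which leaves 1652, the size of Table S5.

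The transcripts left stand for 1541 genes, and the paper's value is 819. The t-test (1067), quantile normalization (962) and leaving out WT stimulated replicate 3 came within 1.5 times, and 17 of 20 settings did not. With 1 probe set per gene, chosen after seeing the values, 829 genes were left, and the paper's list was made over all probe sets. At least 3-fold were 356 genes, and the paper's value is 198. The t-test (217), quantile normalization, the removal of cross-hybridizing probe sets, and leaving out N-ras KO or WT stimulated replicate 3 came within 1.5 times, and 15 of 20 did not, while 1 probe set per gene gave 176.

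Of the genes changed in both cell types 59 were found, and the paper's value is 15. None of the 20 settings came within 1.5 times, and 1 probe set per gene, chosen after seeing the values, gave 27. In thymocytes 240 genes were lower in WT than in N-ras KO, and the paper's value is 136. The removal of cross-hybridizing probe sets (197) came within 1.5 times and 3 of 4 settings did not. Lower in WT than in H-ras KO were 234, and the paper's value is 155. Quantile normalization and the removal of cross-hybridizing probe sets (180) came within 1.5 times and 2 of 4 settings did not. With 1 probe set per gene, chosen after seeing the values, these were 132 and 150. That setting brings several counts near the paper's, but it leaves out 1063 of the 1652 probe sets of Table S5, 269 of 517 in Table S3 and 266 of 570 in Table S4, which are the paper's own.

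For Chst1, the paper's fold change in Table 3 is 4, and the probe set annotated as Chst1 gave a WT to N-ras KO ratio of 0.389. None of the 15 settings came within 1.5 times. In Table S5 the symbol Chst1 stands beside a probe set annotated as Eef1akmt1, which was 4.09-fold higher in WT, while the p-value the paper gives for Chst1 equals that of the probe set annotated as Chst1. Dntt in Table S5 stands beside a probe set annotated as Lap3, which was 3.38-fold higher in WT, and the probe set annotated as Dntt was 11.7-fold lower, in the direction the paper states for Dntt.

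The paper states more upregulated than downregulated transcripts among those left. Table S5 itself holds 804 marked up and 848 marked down, and the same numbers were found here. The paper states that shared thymocyte genes lean towards upregulation, and here 48.8% of genes were higher in WT, or 62.4% with 1 probe set per gene, chosen after seeing the values.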

Other observations

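The tests of lists and the single genes below follow the rules fixed beforehand. Which of these genes to set side by side, and the look at Xist, Eif2s3y and Kdm5d on single arrays, were chosen after the results were seen.

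Kynu and Kmo, which encode enzymes of tryptophan breakdown, were among the genes whose response to stimulation differed most between the genotypes. Kynu (kynureninase) was 3.01 log2 higher after stimulation in cells labelled WT, and its response exceeded that of N-ras KO cells by 3.06 log2 (standard error 0.81). Kmo (kynurenine monooxygenase) was at -1.82 log2 after stimulation in N-ras KO cells, and the difference of responses was 2.41 log2 (standard error 0.58). Klhdc10 differed by 3.24 log2 and Racgap1 by 2.30 log2 in the same direction, while Adam34 differed by -3.42 log2 and Egr2 by -2.85 log2. None passed an adjusted p of 0.05 in limma, which gave 586 probe sets at an unadjusted p under 0.05.

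Markers of other cell types were read as checks of the CD4+ selection. Between the stimulated groups the lists for B cells (camera adjusted p = 0.979), CD8 and NK cells (0.503), macrophages and dendritic cells (0.552), erythroid cells (0.690), immature thymocytes (0.641), B cell precursors (0.568) and thymic stroma (0.552) did not shift, while the neutrophil granule list was lower in WT in 13 of 15 genes (0.00272, and adjusted p = 0.798 with an estimated correlation). Not shifted either were T cell identity (0.450), resting T cells (0.641), mitochondrial tRNA synthetases (0.411), the glucocorticoid response (0.503), the sex-linked genes (0.503) and the neighbours of Nras (0.591) and of Hras (0.979). The sex-linked list did pass with the planned replicate block by number (camera adjusted p = 0.0162), and not with an estimated correlation (adjusted p = 0.798). It pools Xist with Eif2s3y and Kdm5d, which stood on opposite sides on single arrays, so its result does not show whether the arrays differ in sex. Of the lists taken from the paper, which were chosen on these arrays, Table 2 (0.450), Table 3 (0.552), the genes shared by both isoforms (0.936), the silenced genes of the discussion (0.865) and Table 1 (0.902) did not shift either. Fcer2a, a receptor of B cells, was 2.89 log2 higher after stimulation in WT, and Blnk, an adaptor of B cell signaling, 2.33 log2 higher in N-ras KO. In 4 of these lists the median, the mean and the camera direction differ in sign: Table 1 (median -0.18, mean 0.01, direction down), the genes of both isoforms (median 0.41, mean 0.15, direction down), the neighbours of Hras (median -0.08, mean 0.09, direction down) and B cells (median -0.09, mean -0.06, direction up).

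Xist, which is expressed from the inactive X chromosome, differed between arrays of the same genotype. The arrays labelled N-ras KO 1 and WT 1 read -5.99 and -6.09 log2 without stimulation and -6.39 and -5.78 log2 with it on the first of its probe sets, and the other arrays lay between -0.34 and 1.74 log2. On 1 probe set each, the sex-linked genes Eif2s3y and Kdm5d were highest in N-ras KO 1 and WT 1 among the unstimulated arrays of each genotype. Eif2s3y read 7.85, 0 and -0.67 log2 in WT 1, 2 and 3, and Kdm5d 7.40, -0.11 and 0 log2. Eif2s3y read 2.81, 0 and -6.23 log2 in N-ras KO 1, 2 and 3, and Kdm5d 2.62, 0 and -3.60 log2. Unlike Xist, these probe sets thus also set N-ras KO 3 far below N-ras KO 2. Their other probe sets read -0.56 to 0 log2 in N-ras KO 3. On the other Xist probe sets N-ras KO 1 and WT 1 were again the lowest, at -7.46 to -5.32 log2. The cause, such as a difference of sex between the mice, was not tested.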
